# The Influence of Calcium on the Growth, Morphology and Gene Regulation in *Gemmatimonas phototrophica*

**DOI:** 10.3390/microorganisms11010027

**Published:** 2022-12-22

**Authors:** Sahana Shivaramu, Jürgen Tomasch, Karel Kopejtka, Nupur, Mohit Kumar Saini, Syed Nadeem Hussain Bokhari, Hendrik Küpper, Michal Koblížek

**Keywords:** *Gemmatimonas phototrophica*, anoxygenic phototrophic bacteria, horizontal gene transfer, calcium, transcriptomics

## Abstract

The bacterium *Gemmatimonas phototrophica* AP64 isolated from a freshwater lake in the western Gobi Desert represents the first phototrophic member of the bacterial phylum Gemmatimonadota. This strain was originally cultured on agar plates because it did not grow in liquid medium. In contrast, the closely related species *G. groenlandica* TET16 grows both on solid and in liquid media. Here, we show that the growth of *G. phototrophica* in liquid medium can be induced by supplementing the medium with 20 mg CaCl_2_ L^−1^. When grown at a lower concentration of calcium (2 mg CaCl_2_ L^−1^) in the liquid medium, the growth was significantly delayed, cells were elongated and lacked flagella. The elevated requirement for calcium is relatively specific as it can be partially substituted by strontium, but not by magnesium. The transcriptome analysis documented that several groups of genes involved in flagella biosynthesis and transport of transition metals were co-activated after amendment of 20 mg CaCl_2_ L^−1^ to the medium. The presented results document that *G. phototrophica* requires a higher concentration of calcium for its metabolism and growth compared to other *Gemmatimonas* species.

## 1. Introduction

The bacterial phylum Gemmatimonadota was established by Kamagata in 2003 [1]. Its members are widespread and have been identified in diverse environments, such as soils, fresh waters, and sediments [2,3]. Until recently (2014), it contained only a handful of cultured heterotrophic species such as *Gemmatimonas aurantiaca* [4], *Gemmatirosa kalamazoonensis* [5], *Longimicrobium terrare* [6], and *Roseisolibacter agri* [7].

The first phototrophic member of the phylum, *Gemmatimonas phototrophica*, was isolated from a freshwater lake Tiān ér hú in the western Gobi Desert in Northern China [8]. It is a facultative photoheterotroph that requires oxygen for its growth and bacteriochlorophyll (BChl) synthesis [9,10]. *G. phototrophica* contains unique photosynthetic complexes with a double concentric ring antenna surrounding type-2 reaction centers (RC) [11,12]. Its genome contains a complete set of genes encoding RC and genes for BChl *a* biosynthesis organized in the photosynthesis gene cluster (PGC). The genes found inside the PGC of *G. phototrophica* are closely related to the genes from Proteobacteria, which suggests that Gemmatimonadota receive their PGC via horizontal gene transfer (HGT). Therefore, Gemmatimonadota is the only known phylum with a documented acquisition of the entire PGC via HGT event from a distant bacterial phylum [8,13].

Until recently, we cultured *G. phototrophica* on agar plates under semiaerobic conditions. Under these conditions it grew slowly with generation times between 2 and 4 days [10]. All the attempts to establish liquid cultures in the past few years have failed. This was quite puzzling, considering the fact that members of the *Gemmatimonas* genus seem to be mostly planktic species common in temperate freshwater lakes [14,15]. Moreover, the closely related species *G. aurantiaca* and *G. groenlandica*, as well as all other cultured Gemmatimonadota species, grow in liquid medium [15,16].

Growth is one of the main attributes that provides an ultimate measure of the metabolic activity of all living organisms [17]. Although bacteria have considerable metabolic versatility, they typically require only a limited number of macronutrients for growth, providing major elements (carbon, hydrogen, nitrogen, oxygen, phosphorus, and sulfur) as well as trace minerals, vitamins, or other growth factors. The challenge in this case was to establish how to provide the right substrates at optimal concentrations under the best physico-chemical conditions to allow the growth in liquid medium. The lack of established liquid culture under laboratory conditions significantly restricted further research on *G. phototrophica*. Basic experiments documenting phototrophic capacity were conducted with cells grown on agar plates (solid medium) [8,10], but many experiments became problematic as the agar-grown cultures suffered from poorly defined physiology and growth characteristics. Therefore, we decided to find suitable growth conditions for *G. phototrophica* in liquid medium.

## 2. Materials and Methods

### 2.1. Strains, Media and Growth Conditions

The experiments were conducted with the bacterium *G. phototrophica* AP64 (DSM 29774^T^). The previously described growth medium R2A^+^ was used to culture the cells on agar plates [8]. However, this medium was modified in order to test various nutrients to increase the yield of biomass. Different agar sources like Bacto^TM^ Agar (BD Biosciences, Sparks, MD, USA), Plant agar (Duchefa Biochemie, Haarlem, The Netherlands) and Micro agar (Duchefa Biochemie, Haarlem, The Netherlands) were assayed. Different carbon sources, vitamins and microelements were tested for the growth of cells on agar plates. Following the results obtained on agar plates, the growth experiments were performed with liquid media. Initially, the cells were streaked on agar plates and incubated for two weeks in microaerophilic conditions (10% O_2_ + 90% N_2_) at 28 ± 1 °C, and pH 7.7 in the dark. The individual colonies were picked from the agar plates and then transferred to liquid medium for continuous cultivation. The cells were grown in liquid medium containing (L^−1^) 0.5 g yeast extract, 0.5 g peptone, 0.3 g pyruvate, 0.5 g glucose, 0.5 g soluble starch, 0.3 g K_2_HPO_4_, 1 mL of modified SL8 trace metal solution (mL^−1^: 190 µg CoCl_2_.6H_2_O, 5.2 mg Na_2_-EDTA, 24 µg NiCl_2_.6H_2_O, 17 µg CuCl_2_.2H_2_O, 70 µg ZnCl_2_, 20.3 mg MgCl_2_, 62 µg H_3_BO_3_), and 1 mL of vitamin solution (mL^−1^: 200 µg B1, 20 µg B3, 10 µg B7, 10 µg B12) at 28 ± 1 °C and pH 7.3. If not stated otherwise, the concentration of CaCl_2_ used to obtain liquid cultures was 20 mg L^−1^. Cultures were incubated aerobically in Erlenmeyer flasks with cotton plugs on an orbital shaker (150 RPM) at 25 ± 1 °C in the dark for 8–10 days. At the beginning of each experiment, 1 mL of the inoculum (approx. OD_600_ = 0.25) was diluted in 100 mL of a fresh medium (equivalent to 1% *v/v* to the fresh nutrient media). The nutrient tests were made in duplicates depending upon the nutrient being tested. The effect of different nutrient sources on the growth were tested for both the presence and absence of the corresponding substrate. The growth response of *G. phototrophica* was tested and confirmed with semi-liquid agar slants and full liquid media at different concentrations of oxygen (atmospheric: 100%, 80%, and ∼0%, *v*/*v*) in the headspace of the medium. The liquid media were supplied with the corresponding mixture of sterile nitrogen and oxygen. In order to determine the optimal growth temperature, the cells were grown in the liquid media over the temperature range of 25–30 °C (± 1 °C). The optimal pH was tested in liquid media with pH ranging from 7.3 to 8.0 at 25 °C (± 1 °C). The pH values of the medium were adjusted prior to autoclaving the medium and were measured again at the end of the experiment to ensure that the pH had not changed during the experiment. The nutrient tests were made in duplicates depending upon the nutrient being tested. The effect of different nutrient sources on the growth was tested for both the presence and the absence of the corresponding substrate. The growth of the cultures was monitored by turbidity measurements at 600 nm using the DEN-600 photometer (Biosan SIA, Latvia). For some experiments, the closely related phototrophic bacterium *G. groenlandica* TET16 (DSM 110,279 ^T^) was grown for comparison.

### 2.2. Transcriptome Sequencing and Analysis

Cells were harvested by centrifugation (8000 × *g* for 3 min, 4 °C). Pellets were resuspended in 1 mL PGTX extraction solution [18] and immediately frozen in liquid nitrogen. Cells were transferred into 2 mL Eppendorf tubes and immediately frozen in liquid nitrogen and stored at –80 °C until extraction. RNA was extracted as described earlier [19]. The RNeasy kit (Qiagen, the Netherlands) was used for purification according to the manufacturer’s protocol. The first digestion of genomic DNA was performed on the column, using DNase I (Qiagen, The Netherlands) as described by the manufacturer. Total RNA was eluted in 88 μL RNase-free H_2_O, and the second DNase I digestion was made in solution, followed by a second RNeasy purification step, which included an additional washing step with 80% ethanol done before elution with 30 μL RNase-free water.

Libraries were generated according to Shishkin et al. [20] including rRNA removal with the RiboZero Kit (Illumina Inc., San Diego, CA, USA). The library was sequenced on a NovaSeq 6000 (Illumina Inc., USA) in paired-end mode with 100 cycles in total using the FASTQ-mcf suite (https://github.com/ExpressionAnalysis/ea-utils accessed on 20 December 2021). The image analysis and base calling were performed using the Illumina pipeline v 1.8 (Illumina, San Diego, CA, USA). Raw reads were processed, and differential gene expression was assessed as described before [19]. Low-quality bases (Phred score < 30) and Illumina adapters were clipped. Briefly, quality filtered reads were mapped to the AP64 genome (NCBI RefSeq accession GCF_000695095.2) using bowtie2 [21]. FeatureCounts was used to assess the number of reads *per* gene [22]. Normalization and identification of significantly differentially regulated genes (FDR < 0.01, absolute log2 fold change (log2FC) > 1) were performed with edgeR [23]. The heatmap was generated with the package pheatmap. Hierarchical clustering based on the Euclidian distance of log2FC data was used to cluster genes. The obtained tree was cut into three clusters based on the branching points.

### 2.3. Procedure for Acid Digestion of Cells and Elemental Analysis with Inductively Coupled Plasma Mass Spectrometry (ICP-MS)

The 40 mL of cell culture was collected onto mixed cellulose ester (MCE) filters (Millipore, porosity 0.45 µm, diameter 25 mm) using gentle vacuum. The filter was washed by an equal amount of distilled water and placed in a desiccator containing silica gel. Once it was completely dry, the weight of the sample was determined by subtracting the initial weight of the MCE filter from the final weight of the MCE filter. Due to handling of small amounts of biomass, it was decided to digest the MCE filter membrane. MCE filter membranes were chosen as these can be digested easily with the protocol mentioned in Andresen et al. [24] contrary to other types of filter membranes. The filters were weighed with and without biomass and digested with a mixture of 85 mL/100 mL of 70% HClO_4_ (Suprapur^®^ grade, Carl Roth, Karlsruhe, Germany) and 15 mL/100 mL of 69% HNO_3_ (Ultrapur^®^ grade, Karlsruhe, Germany) in Duran glass tubes as mentioned in Andresen et al. [24]. The digestion was done using a Fuji PXG4 Thermoblock (AHF Analysentechnik AG, Germany), and after evaporation of the acid mix and cooling down, 0.5 mL of 5% HCl (Ultrapur^®^ grade, Carl Roth, Karlsruhe, Germany) was added to each test tube to re-dissolve the salts. The glass tubes were heated to 90 °C for 1 h to obtain clear solutions. The final volume of 1.5 mL was set with ddH_2_O. Appropriate dilutions were done with 0.2% HNO_3_. Indium was added as an internal standard at 1 ng mL^−1^ to each test solution. The ICP multi-element standard solution VI (Merck KGaA Darmstadt Germany) was used to prepare standard curves. Analyses were done using the sector field ICP-MS (ICP-sfMS) Element XR-2 with a jet interface (Thermo Fisher Scientific, Bremen, Germany). Triplicate measurements of each technical replicate were made with lowest possible relative standard deviations. The instrument was tuned for least oxide ratios and maximum sensitivity. The potential interferences on the analyte of interest Ca^44^ were ^27^Al^17^O, ^26^Mg^18^O, ^12^C^16^O^16^O, ^14^N^14^N^16^O, ^28^Si^16^O etc., mainly eliminated with selection of high resolution 10000, which successfully resolves all these possible interferences. Other interferences on other analytes were dealt with medium resolution 4000.

### 2.4. Transmission Electron Microscopy

For transmission electron microscopy (TEM), the sample was concentrated by centrifugation at 3000 rpm for 3 min. Sample (4 μL drop) was applied to carbon coated copper grids (mesh 400) for 1 min followed by washed in two drops of water. Then a 4 μL drop of 1.2% aqueous uranyl acetate solution was applied on the grid for another 1 min and dried. The grids were visualized using Jeol JEM 1400 microscope at an operating voltage of 120 kV for detecting the cell morphology and flagella.

### 2.5. Statistical Analysis

Data analyses were performed using Sigma Plot (version 14.0). The data were analyzed for normal distribution using the Kolmogorov–Smirnov test. Multiple comparisons were carried out by one-way analysis of variance (ANOVA) and Tukey’s *post hoc* test (parametric data), Kruskal–Wallis and Dunn’s *post hoc* tests were used for the non-parametric data. The results are presented as mean ± SD, and *p*-values < 0.05 were considered statistically significant.

## 3. Results

### 3.1. Medium Optimization

There may be two possible explanations as to why *G. phototrophica* did not grow in liquid medium: (1) *G. phototrophica* is an organism naturally growing in biofilm and thus prefers the growth on solid medium, or (2) agar provides some vital nutrients, which are not present in the current formulation of the liquid medium. To test these two hypotheses, we grew the cells on a solid nutrient medium containing either regular bacteriological agar or pure agarose for molecular biology. Pure agarose was used since it does not contain any undefined nutrients, but it still serves as a gelling agent providing a support for the bacterial biofilm.

The agar and agarose plates were inoculated and incubated for 14 days in a desiccator in the dark under reduced oxygen tension (10% O_2_). *G. phototrophica* grew on the agar but not on the agarose plates. This result indicated that the agar likely provides some vital nutrient(s) for *G. phototrophica* growth. Therefore, we performed a systematic search for the missing nutrient(s) in the growth of *G. phototrophica* on the agar plates. First, we tested growth on different agars. The growth of the *G. phototrophica* cells was found to be best on Bacto^TM^ Agar followed by Micro agar and Plant agar. Utilization of different compounds as a carbon source was assayed on the agar plates containing Bacto^TM^ Agar. Carbohydrates like rhamnose, trehalose, erythritol, adonitol, melibiose, and dulcitol were tested. We noticed that the growth of the *G. phototrophica* cells was either not improved or delayed. Vitamins like folic acid, para-aminobenzoic acid, niacin, thiamine, riboflavin, nicotinamide, cobalamin, and pyridoxine hydrochloride were tested on Bacto^TM^ Agar plates. It was found that these vitamins were not indispensable sources but played a role in improving the growth of the *G. phototrophica*. With the results obtained from culturing on the agar plates with different combination of nutrient sources, we started to culture the cells in the modified liquid medium containing the nutrients which had the best effect on the growth. Since medium for cultivation of phototrophic bacteria often contains additional elements which are not part of the original R2A^+^ medium, we tested them separately. The inorganic components such as Co^2+^, Sr^2+^, SiO_3_^2-^, Mn^2+^, Ni^2+^, Zn^2+^, Cu^2+^, and Ca^2+^ were added to test the growth. The strongest effect was observed with calcium, where the addition of 50 mg L^−1^ CaCl_2_ into the liquid medium resulted in an ample growth of *G. phototrophica* cells within 7 days (Figure 1). We also determined the optimal growth pH and temperature for growth in liquid medium in a different temperature and pH range. We found that the optimal growth temperature is between 26–28 °C and the optimal pH is 7.3–7.5.

### 3.2. Calcium Requirement

We tested the growth of *G. phototrophica* in liquid medium with different concentrations of CaCl_2_ to detect the minimum and optimum concentration of CaCl_2_. Addition of 2 mg L^−1^ CaCl_2_ was sufficient to induce the stable growth of the cells. The best growth of the cells was observed at 20 mg and 50 mg L^−1^ CaCl_2_ (Figure 2A). Higher CaCl_2_ concentrations were not tested, since they caused the precipitation of the phosphate present in the medium. We also conducted the same control experiment with *G. groenlandica*, a close relative of *G. phototrophica*. However, this bacterium grew well even in liquid medium without added calcium (Figure 2B), which showed that *G. phototrophica* requires higher calcium concentrations for its growth when compared to other members of *Gemmatimonas* genus.

The morphology of *G. phototrophica* cells was observed by electron microscopy. The cells grown in 20 mg L^−1^ CaCl_2_ had dimensions of 2.25 × 0.7 µm and had a single flagellum with a length ranging between 3.9 to 7.5 µm (Figure 3). In contrast, the cells grown on low calcium medium were elongated with dimensions of 3.9 × 0.6 µm, and the flagella were frequently missing (Figure 3). The *G. groenlandica* cells grown in 20 mg L^−1^ CaCl_2_ and 50 mg L^−1^ CaCl_2_ were rod-like, whereas the *G. groenlandica* cells grown in 2 mg L^−1^ CaCl_2_ were elongated. Interestingly, its flagella were fully developed and up to 10 µm long in all the cases (Figure 3).

To establish the specificity of the calcium effect, we performed an experiment where calcium was substituted with either magnesium or strontium, which are also divalent cations from the same group in the periodic table of elements. While addition of magnesium did not have any strong effect (magnesium was a part of the original medium composition), strontium was able to support growth of *G. phototrophica* in liquid medium. We observed that the addition of SrCl_2_ facilitated the growth of *G. phototrophica*, although the growth rate was significantly lower when compared to medium amended with calcium (Figure 4).

Calcium has two main roles in various organisms. Either it is required to build inorganic structures in the cells such as shells or skeletons, or it is required for more specific purposes like enzymatic actions or assembly of specific biological complexes. To discriminate between these two options, we measured the amount of calcium in *G. phototrophica* biomass using ICP-MS. The content of calcium in the cells increased with the amount of calcium in the culture medium ranging from 6.76 × 10^−3^ to 8.79 × 10^−3^ calcium per DW (*w:w*). Interestingly, the calcium content in control cells of *G. groenlandica* was more similar to the *G. phototrophica* cells cultured in low calcium (Figure 5A). This result suggests that *G. phototrophica* requires somewhat higher cellular levels of calcium for its physiology and metabolism. The ICP-MS analysis furthermore documented that the relative content of strontium was higher in the cells grown in the calcium-limited medium (Figure 5B), which is consistent with the observation that strontium can partially substitute for calcium.

### 3.3. Transcriptome Response to Calcium Amendment

To identify which genes are activated after calcium amendment, we grew *G. phototrophica* in medium containing 2 mg L^−1^ CaCl_2_. After 3 days, the cultures were amended with 20 mg L^−1^ CaCl_2_, or 20 mg L^−1^ MgCl_2_ (Figure 6A). The gene expression profiles were analyzed for all treatments before as well as 2, 8, and 24 h after the respective amendments (Supplementary Dataset S1 and S2).

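RNA of 30 samples was sequenced, 3 replicates in each of 10 groups. The groups were the cultures before amendment (0 h) and, at 2, 8 and 24 h, the cultures amended with 20 mg L-1 CaCl_2_, those amended with 20 mg L-1 MgCl_2_ and the control left at 2 mg L-1 CaCl_2_. Ribosomal RNA was depleted with RiboZero, and the libraries were read as pairs on a NovaSeq instrument. The authors clipped the reads by quality, mapped them to the AP64 genome with bowtie2 and counted them on each gene with featureCounts 2.0.1 by strand. Reads that map to several places were kept, and a read on overlapping genes was counted for each of them. The values analysed here are these counts, without normalization, of 3962 genes, of which 3905 are coding genes or pseudogenes and 57 are RNA genes. All 30 libraries entered one edgeR fit with a term for each group, scaled by TMM, the trimmed mean of M values. Differences between groups were tested with edgeR's quasi-likelihood test, which is two-sided, and the p-values were adjusted by the Benjamini-Hochberg method over the 3959 genes that passed edgeR's filter on low counts. A gene is called a DEG where the adjusted p-value (FDR) is below 0.01 and the log2FC is above 1 or below -1, which are the thresholds the paper states. The paper's text names edgeR and does not name which of its tests was used. Expression is given as TMM-normalized counts per 1000000 (CPM), as the mean with the SD of 3 libraries.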

The obtained sequencing depth varied between 350,000 and 15 Mio. with a median of 7.5 Mio. reads. 

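Between 349741 and 15254572 fragments per library were counted on genes, with a median of 7513687.5. At 2 h, the median of a group was 6032084 in the control, 1895510 with MgCl_2_ and 8025819 with CaCl_2_. At 8 h these medians were 6788167, 7651609 and 6578505, and at 24 h they were 13631415, 4811191 and 8116600, in the same order. The 0 h libraries had a median of 8328358. Only 2 libraries held fewer than 1000000 counts. Replicate 1 of MgCl_2_ at 2 h held 375017, and replicate 2 of the control at 8 h held 349741. In these libraries a gene at 10 CPM rests on a few counts, so a difference in a weakly expressed gene at 2 h with MgCl_2_ or in the control at 8 h rests mostly on the other two replicates. Coding genes took between 41.0% and 56.0% of the counts of a library. The tmRNA gene alone took between 10.0% and 36.9%, and the rRNA genes took between 15.8% and 38.3%. Replicate 1 of CaCl_2_ at 8 h had both the lowest tmRNA share and the highest rRNA share.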

For data quality control and to check the reproducibility of independent replicates, we performed multidimensional scaling (MDS). 

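MDS of the log2 CPM values with the 500 genes that differ most between each pair of libraries put 47.0% of the variance on the first dimension and 10.5% on the second. Differences between time points made up 93.5% of the variance along the first dimension. Among the libraries taken after amendment, differences between the amendments made up 57.3% of the variance along the second. The 24 h groups had means between 0.98 and 1.33 on the first dimension, and all other groups lay between -0.70 and -0.26, with SDs between 0.01 and 0.44. Along this dimension the control at 2 h lay at -0.26 ± 0.08 (SD, n = 3) and at 8 h at -0.51 ± 0.12. On the second dimension, the means at 2 h were -0.46 ± 0.17 in the control, 0.14 ± 0.14 with MgCl_2_ and 0.39 ± 0.05 with CaCl_2_. At 24 h they were -0.30 ± 0.16, 0.09 ± 0.09 and 0.42 ± 0.14. At 8 h the control had a mean of -0.50 with an SD of 0.84, since the shallow replicate 2 lay at -1.46 and the other two at -0.11 and 0.09. MgCl_2_ at 0.07 ± 0.05 and CaCl_2_ at 0.15 ± 0.19 overlapped with these. The share of the second dimension dropped to 24.6% without control replicate 2 at 2 h, to 28.1% without CaCl_2_ replicate 1 at 24 h and to 35.1% without control replicate 2 at 24 h. The choice of genes moved it most among the other settings, to 44.5% with the top 100 genes.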

The samples grown with different concentrations of CaCl_2_ and MgCl_2_ followed distinct trajectories separating them by time on the *x*-axis and by amendment on the *y*-axis (Figure 6B). 

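Cultures in 20 mg L-1 CaCl_2_ were set against the control in 2 mg L-1 CaCl_2_ at each time point. At 2 h, 95 genes were DEGs, 15 upregulated and 80 downregulated. At 8 h there were 30, with 21 upregulated and 9 downregulated, and at 24 h there were 103, with 29 upregulated and 74 downregulated. Counting each gene once, 170 genes were DEGs at any time point, 3 of them RNA genes. Of the 170, 64 were upregulated and 108 downregulated at some time point, which includes 2 genes that went both ways. At an unadjusted p below 0.05, 1191 genes differed at 2 h, 437 at 8 h and 1665 at 24 h. The number at 2 h was 61 without CaCl_2_ replicate 1 and 60 without control replicate 2. Leaving out any other library kept the 3 numbers within 1.5 times these values. The alternative that moved the numbers most was a fit of only the groups compared, with 55 DEGs at 2 h, 0 at 8 h and 52 at 24 h. That fit had 336 genes at an unadjusted p below 0.05 at 8 h, and the Wald test of DESeq2 on all libraries called 39 genes there. The 3 libraries of CaCl_2_ all lay on one side of the 3 controls for 95 of 95 DEGs at 2 h, 30 of 30 at 8 h and 98 of 103 at 24 h, where chance gives 10% of genes not chosen for a difference. The DEGs were called from the same libraries, so this is no separate evidence for them. Among these, the lowest log2FC at 2 h was -5.91 in GEMMAAP_RS04280, which encodes a hypothetical protein (FDR = 7.2e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its expression was 10.8 ± 0.451 CPM (SD, n = 3) with CaCl_2_ and 650 ± 168 CPM in the control. At 24 h the same gene had a log2FC of -5.41 (FDR = 2.7e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 46.4 ± 23.6 CPM against 1961 ± 668 CPM. The highest log2FC at 2 h was 2.32 in GEMMAAP_RS18610, a DinB family protein, no longer a DEG without control replicate 1 (2.11) or CaCl_2_ replicate 3 (1.88). GEMMAAP_RS16625, of the 2-oxoacid:acceptor oxidoreductase family, had -3.91 and was no longer a DEG without CaCl_2_ replicate 1 (-3.50) or 2 (-3.56). *ccoN* (GEMMAAP_RS18415) had -3.81. GEMMAAP_RS04350 had 2.31 and GEMMAAP_RS19560, a pentapeptide repeat protein, 2.23. At 24 h the highest was 2.58 in the cupin gene GEMMAAP_RS01380, which stayed a DEG without any 1 library. The hypothetical protein gene GEMMAAP_RS01385 had 2.34, no longer a DEG without control replicates 1 (1.97) or 3 (2.13) or CaCl_2_ replicate 2 (2.09). GEMMAAP_RS01390, of the OmpA family, had 2.22, no longer one without control replicates 1 (1.86) or 3 (2.03) or CaCl_2_ replicates 2 (1.91) or 3 (2.19). GEMMAAP_RS00350 was among the lowest at 24 h, with -4.19, and stayed a DEG without any 1 library. At 8 h the highest were the coproporphyrinogen oxidase gene *hemN* (GEMMAAP_RS19170) at 5.53 and GEMMAAP_RS16620 at 5.38. *hemN* was no longer a DEG without control replicate 3 at 8 h (5.38), and its counts in the control were between 0 and 10. The lowest at 8 h was -2.58 in GEMMAAP_RS13940, a hypothetical protein, no longer a DEG without control replicate 1 (-2.10). GEMMAAP_RS15440, a helix-turn-helix protein, had -1.60 and was no longer one without control replicate 3 (-1.30).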

We identified in total 203 differentially expressed genes (DEGs), in which 74 were upregulated and 129 were downregulated when comparing 20 mg L^−1^ CaCl_2_ vs. 2 mg L^−1^ CaCl_2_. A total of 67 DEGs were identified when comparing 20 mg L^−1^ MgCl_2_ vs. 2 mg L^−1^ CaCl_2_, in which 4 were upregulated and 63 were downregulated. 

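With MgCl_2_ in place of CaCl_2_, 11 genes were DEGs against the control at 2 h, 3 upregulated and 8 downregulated, and 12 at 24 h, all downregulated. At 8 h the quasi-likelihood test of edgeR called 0 genes, with 148 at an unadjusted p below 0.05. DESeq2 called 0 there as well, with 132 at an unadjusted p below 0.05, and the likelihood ratio test of edgeR called 1, GEMMAAP_RS12435, named here after its values were seen. Over the 3 time points, 23 genes were DEGs, 3 upregulated and 20 downregulated. At an unadjusted p below 0.05, 1025 genes differed at 2 h and 543 at 24 h. These numbers rested on single libraries. At 2 h there were 0 DEGs without MgCl_2_ replicate 1, with 856 genes at an unadjusted p below 0.05, 1 without MgCl_2_ replicate 2, 27 without MgCl_2_ replicate 3, 1 without control replicate 2 and 25 without control replicate 3. At 8 h 1 gene was called without control replicate 1 and 1 without control replicate 3. At 24 h there were 2 without MgCl_2_ replicate 1, 4 without MgCl_2_ replicate 2, 4 without control replicate 2 and 31 without control replicate 3. The total of 23 became 7 without MgCl_2_ replicate 1 at 2 h and 42 without MgCl_2_ replicate 3 at 2 h. It became 12 without control replicate 2 at 2 h, 38 without control replicate 3 at 2 h, 15 without MgCl_2_ replicate 2 at 24 h and 42 without control replicate 3 at 24 h. An FDR limit of 0.05 raised the total to 83 genes, and libraries of at least 1000000 counts lowered it to 6. The largest decrease at 2 h was in GEMMAAP_RS13045, a sodium-dependent bicarbonate transport family permease, with a log2FC of -3.72 (FDR = 0.0031, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 24 h it was in GEMMAAP_RS00350, a TusE/DsrC/DsvC family protein, with -3.65 (FDR = 0.0060, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The first was no longer a DEG without control replicate 2 (-3.56) or MgCl_2_ replicates 1 (-3.67), 2 (-3.66) or 3 (-4.00) at 2 h. The second was no longer one without control replicate 2 (-3.04) or MgCl_2_ replicates 1 (-3.13), 2 (-3.83) or 3 (-3.95) at 24 h. The 3 upregulated at 2 h were GEMMAAP_RS11845 at 1.28, the HNH endonuclease gene GEMMAAP_RS14750 at 1.15 and *ruvA* (GEMMAAP_RS04040) at 1.0025. GEMMAAP_RS11845 was lost without control replicate 2 (1.18) or MgCl_2_ replicates 1 (1.29), 2 (1.27) or 3 (1.22), GEMMAAP_RS14750 without control replicate 2 (1.17) or MgCl_2_ replicates 1 (1.14) or 2 (0.85), and *ruvA* without control replicates 1 (0.96) or 3 (0.92) or MgCl_2_ replicates 1 (0.98) or 2 (0.77). Next lowest at 2 h were the P-II family gene GEMMAAP_RS13050 at -3.61 and the prohibitin family gene GEMMAAP_RS14690 at -2.60. The first was lost without control replicate 2 (-3.46) or MgCl_2_ replicates 1 (-3.62), 2 (-3.97) or 3 (-3.09), the second without control replicates 1 (-2.48) or 2 (-2.56) or any MgCl_2_ replicate (-2.49, -2.59 and -2.96). At 24 h GEMMAAP_RS18420 had -3.62, lost without control replicate 2 (-3.25) or any MgCl_2_ replicate (-3.48, -3.37 and -4.07), and GEMMAAP_RS18425 had -3.48, lost without MgCl_2_ replicate 1 (-3.40).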

A complete list of DEGs can be found in Supplementary Dataset S1.

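Product names were at hand for 94 of the 95 DEGs of CaCl_2_ against the control at 2 h, for 12 of 30 at 8 h and for 86 of 103 at 24 h. By keywords for transporters, permeases, efflux systems, porins and TonB-dependent receptors, 5 of the named products at 2 h were transport proteins, 1 upregulated and 4 downregulated. There was 1 at 8 h and there were 4 at 24 h, all downregulated. These genes were picked after their values were seen. GEMMAAP_RS18445, which the paper calls a cation-transporting P-type ATPase, had no product name at hand and is not counted. It was upregulated at 8 h, a DEG with a log2FC of 4.28. The cation-transporting P-type ATPase gene GEMMAAP_RS14340 (3379577 to 3382282 on the AP64 chromosome) had a log2FC of -1.88 at 2 h and -3.29 at 24 h. It overlaps a neighbouring gene by 26 bp. The bicarbonate permease gene GEMMAAP_RS13045 had -3.58 at 2 h and -2.25 at 24 h, and both calls held without any 1 library. With MgCl_2_ against the same control at 2 h it had -3.72, so its change at 2 h is not shown to be specific to CaCl_2_. A phosphate transporter gene, GEMMAAP_RS14335, had -1.16 at both time points. Its call at 2 h was lost without any of the 6 libraries, with values between -1.40 and -0.95. At 24 h it was lost without control replicate 2 (-0.999), CaCl_2_ replicate 1 (-0.95) or CaCl_2_ replicate 2 (-1.02). The siderophore receptor gene GEMMAAP_RS15115 had -2.51 at 2 h and -2.25 at 8 h. The call at 8 h was lost without control replicate 1 (-1.87), control replicate 2 (-2.25), CaCl_2_ replicate 1 (-1.95) or CaCl_2_ replicate 3 (-1.99). At 2 h the efflux adaptor gene GEMMAAP_RS11845 was upregulated by 1.11, a call lost without CaCl_2_ replicate 3 (0.94). With MgCl_2_ at 2 h this gene was upregulated too, by 1.28. At 24 h the ABC transporter permease gene GEMMAAP_RS19225 had a log2FC of -1.67. *feoB* (GEMMAAP_RS03945) and GEMMAAP_RS03950, named ferrous iron transport proteins B and A, fall outside these keywords and had -1.24 and -1.39 at 2 h. Hypothetical proteins made up 28 of the DEGs at 2 h, 2 at 8 h and 25 at 24 h.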

Genes associated with membrane transport were differentially regulated in 20 mg L^−1^ CaCl_2_ at 2 h, 8 h and 24 h. Cells grown in 20 mg L^−1^ CaCl_2_ at 2 h and 24 h showed a similar number of DEGs and a relatively similar log2 fold change (log2FC). 

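Across all 3959 tested genes, the log2FC of CaCl_2_ against the control at 2 h and at 24 h had a Pearson correlation of 0.60 and a Spearman correlation of 0.37. Genes are not independent replicates, so no p-value is given. When single replicates were set against each other, Pearson's r was 0.53, 0.58 and 0.50. It stayed between 0.53 and 0.62 when 1 library was left out of the fit. Of the 95 DEGs at 2 h, 89 changed in the same direction at 24 h, and of the 103 DEGs at 24 h, 87 did so at 2 h. The genes downregulated at 2 h had a median log2FC of -2.03 at 24 h, and those upregulated had one of 0.78. The effect of CaCl_2_ itself differed between 24 h and 2 h for 48 genes in a test of the interaction, 42 of them higher at 24 h. This number was 27 without CaCl_2_ replicate 2 at 24 h and 30 without CaCl_2_ replicate 1 at 2 h.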

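Of the CaCl_2_ DEGs, 52 were shared by 2 h and 24 h, 51 downregulated and 1 upregulated at both. Without 1 library this number lay between 35 and 54, and it was 22 when only the groups compared were fitted. At 2 h and 8 h, 2 DEGs were shared, GEMMAAP_RS13940 and GEMMAAP_RS15115, both downregulated. The number was 0 without any of the 3 CaCl_2_ replicates at 2 h, control replicate 2 at 2 h, CaCl_2_ replicate 3 at 8 h or control replicate 1 at 8 h. It was 1 without control replicate 3 at 8 h and 4 without CaCl_2_ replicate 2 at 8 h. At 8 h and 24 h, 5 DEGs were shared, and 3 of these were downregulated at both, namely GEMMAAP_RS13940, the cysteine desulfurase gene GEMMAAP_RS15470 and *sufU* (GEMMAAP_RS15475). The other two, GEMMAAP_RS18425 and *hemN* (GEMMAAP_RS19170), were upregulated at 8 h and downregulated at 24 h. This number was 1 without control replicate 3 at 8 h, 2 without CaCl_2_ replicate 3 at 8 h and 3 without control replicate 1 at 8 h. It was 2 without CaCl_2_ replicate 1 at 24 h, 2 without CaCl_2_ replicate 2 at 24 h, 3 without CaCl_2_ replicate 3 at 24 h, 8 without control replicate 1 at 24 h, 3 without control replicate 2 at 24 h and 10 without control replicate 3 at 24 h. Only GEMMAAP_RS13940 was a DEG at all 3 time points. Its place here, GEMMAAP_RS15470 and *sufU* were chosen after the values were seen. GEMMAAP_RS13940 had -1.68 at 2 h, lost without control replicates 1 (-1.39) or 2 (-1.66) or any CaCl_2_ replicate (-1.59, -1.76 and -1.71), and -2.58 at 8 h, lost without control replicate 1 (-2.10). It had -1.51 at 24 h, lost without control replicates 1 (-1.13) or 2 (-1.61) or any CaCl_2_ replicate (-1.55, -1.35 and -1.61). GEMMAAP_RS15470 had -1.44 at 8 h, lost without control replicates 2 (-1.41) or 3 (-1.33) or CaCl_2_ replicates 2 (-1.52) or 3 (-1.30), and -1.16 at 24 h, lost without control replicates 1 (-0.77) or 2 (-1.01) or any CaCl_2_ replicate (-1.21, -1.10 and -1.12). *sufU* was lost without control replicate 3 at 8 h (-1.47) and control replicate 1 at 24 h (-0.98). Spearman's correlation across genes was 0.24 between 2 h and 8 h and 0.17 between 8 h and 24 h. With single replicates set against each other, Pearson's r was 0.38, 0.04 and -0.03 between 2 h and 8 h. Between 8 h and 24 h it was 0.34, 0.03 and -0.06. With all libraries, Pearson's r across genes was 0.11 between 2 h and 8 h and 0.09 between 8 h and 24 h. Without CaCl_2_ replicate 1 at 8 h these became 0.03 and -0.00067. Without CaCl_2_ replicate 2 at 8 h they rose to 0.25 and 0.16. Without CaCl_2_ replicate 3 at 8 h r between 2 h and 8 h was 0.06, and without control replicates 1, 2 and 3 at 8 h it was 0.04, 0.05 and 0.20. Between 8 h and 24 h, r without these controls was 0.04, 0.04 and 0.15.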

There was an overlap of 47 DEGs between 2 h and 24 h, whereas 8 h showed a little overlap with 2 h and 24 h in the cells grown with 20 mg L^−1^ CaCl_2_ (Figure 6C). There was no overlap of the DEGs between time points in the cells grown with 20 mg L^−1^ MgCl_2_. However, there was an overlap of 4 DEGs between the cells grown with 20 mg L^−1^ MgCl_2_ and 20 mg L^−1^ CaCl_2_ at 2 h (Figure 6C).

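For MgCl_2_ against the control, 0 DEGs were shared by 2 h and 24 h, and at 8 h there was no DEG that could be shared. All 11 DEGs of 2 h had the same sign at 24 h, and all 12 DEGs of 24 h had the same sign at 2 h. Pearson's r across genes was 0.51 between 2 h and 24 h, 0.34 between 2 h and 8 h and 0.24 between 8 h and 24 h. The lists compared here are short, and their length at 2 h ranged from 0 to 27 when 1 library was left out. The sharing between 2 h and 24 h was computed for the fit of all libraries only.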

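At 2 h, 9 genes were DEGs against the control with both amendments, 1 upregulated and 8 downregulated. The number was 0 without MgCl_2_ replicate 1, 1 without MgCl_2_ replicate 2, 1 without MgCl_2_ replicate 3, 0 without control replicate 2 and 20 without control replicate 3. Across genes, the log2FC of the 2 amendments had a Pearson correlation of 0.80 at 2 h and a Spearman correlation of 0.75. Both are set against the same control libraries, which alone gives a correlation. In 10 simulations with unchanged groups and shared controls, Pearson's r at 2 h was between 0.448 and 0.490, and at most 0 genes were called for both. At 24 h, 11 DEGs were shared and r was 0.52, against a mean of 0.48 in the simulations. At 8 h there were 0 and r was 0.38, against 0.57. Spearman's correlation was 0.20 at 24 h and 0.51 at 8 h. The share of genes with the same sign was 55.3% at 24 h, against a mean of 65.6% in the simulations. It was 79.2% against 65.6% at 2 h and 69.3% against 69.4% at 8 h. Set against each other at 2 h, CaCl_2_ and MgCl_2_ differed in 2 genes. These were *feoB* (GEMMAAP_RS03945), with a log2FC of -1.24, and GEMMAAP_RS01665, a FecR domain protein, with -1.11, both named after their values were seen. There were 31 such genes without MgCl_2_ replicate 3, and 356 at an unadjusted p below 0.05.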

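The genes GEMMAAP_RS18425 to GEMMAAP_RS18450 lie next to each other on the plus strand of the AP64 chromosome, from 4371716 to 4377571. Each overlaps the next by between 4 and 11 bp. They include the oxidase accessory gene *ccoG* (GEMMAAP_RS18430), GEMMAAP_RS18445, which the paper calls a cation-transporting P-type ATPase, and the assembly gene *ccoS* (GEMMAAP_RS18450). At 8 h all 6 were DEGs between CaCl_2_ and MgCl_2_. From GEMMAAP_RS18425 to GEMMAAP_RS18450 the log2FC were 3.00, 3.53, 4.18, 4.40, 4.30 and 3.60, with SEs between 0.28 and 0.50. The FDR was 4.6e-04 for GEMMAAP_RS18425 and at most 1.2e-06 for the others (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 6 calls held when any 1 library was left out. Every CaCl_2_ library lay above every MgCl_2_ and control library at 8 h. GEMMAAP_RS18445 had 543 ± 355 CPM (SD, n = 3) with CaCl_2_, 27.2 ± 5.93 with MgCl_2_ and 29.5 ± 4.22 in the control. GEMMAAP_RS18440 had 292 ± 190, 13.5 ± 2.94 and 10.8 ± 3.85. *ccoG* had 129 ± 88.3, 10.9 ± 4.27 and 7.67 ± 1.03, and *ccoS* had 103 ± 58.5, 8.4 ± 1.09 and 11.4 ± 2.6. The CaCl_2_ replicates differed widely, and GEMMAAP_RS18445 ranged from 244 to 935 CPM. Against the control at 8 h the log2FC lay between 3.28 and 4.54, and all 6 genes were DEGs. The shallow control replicate 2 held between 2 and 10 counts for GEMMAAP_RS18425, *ccoG*, GEMMAAP_RS18440, GEMMAAP_RS18445 and *ccoS*. GEMMAAP_RS18425, at 3.36, was no longer a DEG without control replicate 1 (2.94), control replicate 3 (3.91) or CaCl_2_ replicate 3 (2.87). In a fit of only these 2 groups none of the 6 was called, as was the case for all genes at 8 h. Between MgCl_2_ and the control at 8 h the log2FC lay between -0.32 and 0.46, with 0 DEGs.

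**Figure D1:**
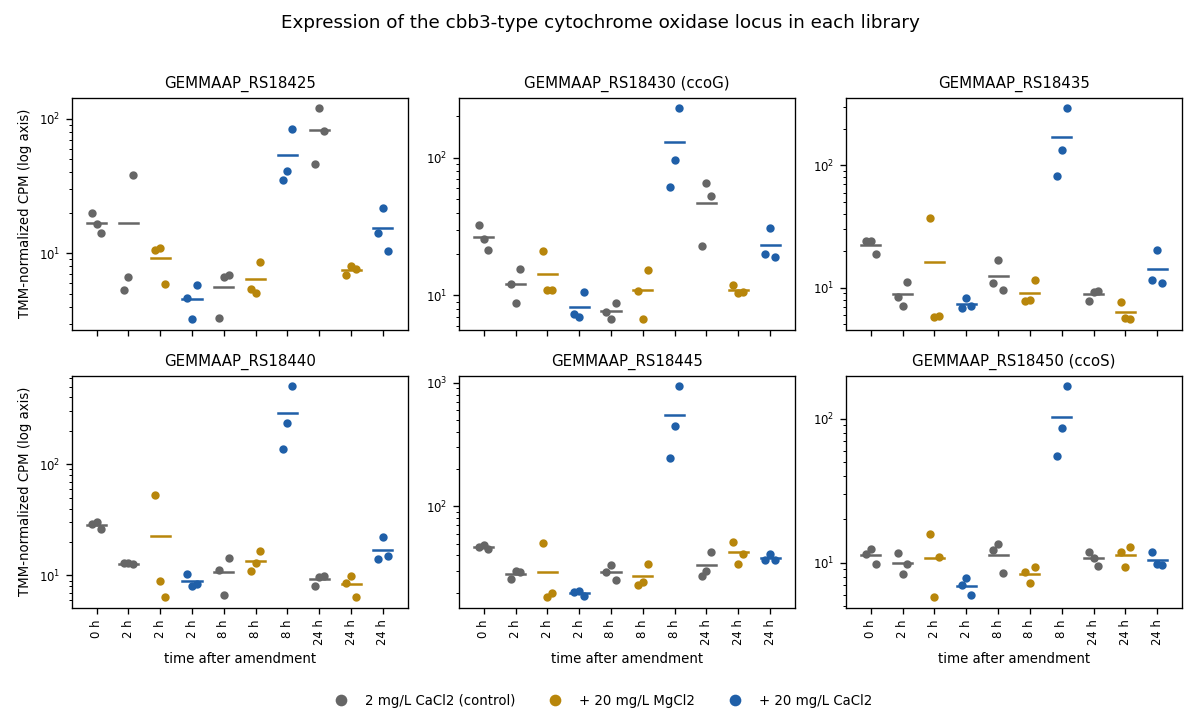
CPM on a log axis for the 6 genes from GEMMAAP_RS18425 to GEMMAAP_RS18450, with a point for each library and a line at the mean of the 3 libraries of each of the 10 groups. The CaCl_2_ libraries at 8 h of GEMMAAP_RS18440 lie between 137 and 504 CPM, above all control and MgCl_2_ libraries at 8 h.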

One locus (GEMMAAP_RS18425-18450) containing the respiratory enzymes involved in oxidative phosphorylation such as the cytochrome *c* oxidase accessory protein (CcoG), cbb3−type cytochrome oxidase assembly protein (CcoS), *c*−type cytochrome and cbb3−type cytochrome *c* oxidase subunit 3, was significantly upregulated in the 20 mg L^−1^ CaCl_2_ compared to 20 mg L^−1^ MgCl_2_ at 8 h. Also, another locus (GEMMAAP_RS19165-19180) containing genes involved in tetrapyrrole synthesis such as the oxygen independent coproporphyrinogen III oxidase, *bchJ*, magnesium protoporphyrin IX monomethyl ester anaerobic oxidative cyclase, *bchE*, and protoporphyrinogen oxidase, *hemJ* outside of the PGC, was significantly upregulated in the 20 mg L^−1^ CaCl_2_ compared to 20 mg L^−1^ MgCl_2_ at 8 h. 

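This locus holds *bchE* (GEMMAAP_RS19165), *hemN* (GEMMAAP_RS19170), *bchJ* (GEMMAAP_RS19175) and *hemJ* (GEMMAAP_RS19180) on the plus strand of the AP64 chromosome, from 4549370 to 4553384. *bchE* and *hemN* overlap by 11 bp. Between CaCl_2_ and MgCl_2_ at 8 h, *hemN* had a log2FC of 5.64 (SE 0.73, FDR = 9.1e-06) and *bchJ* one of 4.75 (SE 0.67, FDR = 4.3e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both stayed DEGs without any 1 library. *bchE* at 1.79 (SE 0.44, FDR = 0.023) and *hemJ* at 1.15 (SE 0.37, FDR = 0.135, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were not DEGs. Without CaCl_2_ replicate 1 both became DEGs, at 2.13 and 1.54, and without CaCl_2_ replicate 3 they fell to 1.36 and 0.22. *bchE* was also called by the likelihood ratio test, at 1.75. *hemN* and *bchJ* were no longer called in a fit of only these 2 groups. *hemN* had 60.5 ± 62.1 CPM (SD, n = 3) with CaCl_2_, from 11.1 to 130, and 1.06 ± 0.544 with MgCl_2_, where it had between 3 and 21 counts. *bchJ* had 43.9 ± 53.5 CPM with CaCl_2_, from 5.18 to 105, and 1.62 ± 0.395 with MgCl_2_. With so few counts, the size of these changes depends on the prior count of the fit. *bchE* had 31 ± 17.2 CPM with CaCl_2_ and 9.27 ± 2.45 with MgCl_2_, and *hemJ* had 33.5 ± 29.1 and 15.2 ± 5.21. Against the control at 8 h, *bchJ* had a log2FC of 4.06 and was called, except without control replicate 1 (3.96) or control replicate 3 (4.13). *bchE* at 1.15 and *hemJ* at 1.24 were not called, and *hemJ* became a DEG without CaCl_2_ replicate 1 (1.63) and fell to 0.30 without CaCl_2_ replicate 3.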

Interestingly, all these genes were downregulated at 2 and 24 h, respectively (Figure 7). In contrast, the genes encoding enzymes for bacteriochlorophyll synthesis and encoded in the PGC showed a slightly decreased expression with CaCl_2_ only.

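At 2 h all 6 genes from GEMMAAP_RS18425 to GEMMAAP_RS18450 had a log2FC below 0 for CaCl_2_ against the control, from -1.94 to -0.30, and 0 were DEGs. GEMMAAP_RS18425, the lowest, became one by the likelihood ratio test (-1.89) and without control replicate 1 at 2 h (-2.45). It fell to -0.34 without control replicate 3 at 2 h. At 24 h GEMMAAP_RS18425 was a DEG with -2.43 (FDR = 3.7e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ccoG* had -1.03 and became a DEG without control replicate 1 at 24 h (-1.35), and it had -0.72 without control replicate 2 at 24 h. GEMMAAP_RS18435, GEMMAAP_RS18440 and GEMMAAP_RS18445 had 0.67, 0.87 and 0.18. *ccoS* had -0.01, and it was above 0 without control replicate 1 (0.06), CaCl_2_ replicate 2 (0.05) or CaCl_2_ replicate 3 (0.06) at 24 h. In the tetrapyrrole locus all 4 genes were below 0 at both time points. *bchE* was a DEG at 2 h with -3.01 (FDR = 1.2e-04) and at 24 h with -4.06 (FDR = 3.4e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *hemN* had -1.23 at 2 h, not a DEG, and -3.00 at 24 h, a DEG except without CaCl_2_ replicate 1 (-2.75) or CaCl_2_ replicate 2 (-2.85) at 24 h. *bchJ* had -0.26 and -0.36, and *hemJ* -0.19 and -0.23, none of them called. *bchJ* at 24 h was above 0 without control replicate 3 (0.00033) or CaCl_2_ replicate 1 (0.02) at 24 h. The effect of CaCl_2_ was higher at 8 h than at 2 h by 3.84 to 5.30 on the log2 scale for the 6 genes of the first locus, and higher than at 24 h by 3.29 to 5.78. All 6 passed the DEG thresholds in both tests of the interaction. For the tetrapyrrole genes the interactions were 1.42 to 6.76 against 2 h, with 2 of 4 past the thresholds, and 1.46 to 8.53 against 24 h, with 3 of 4. In the control, *bchE* had 9.92 ± 3.99 CPM (SD, n = 3) at 0 h, 59.5 ± 17.2 at 2 h, 12.9 ± 4.12 at 8 h and 180 ± 20.4 at 24 h.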

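The photosynthesis gene cluster (PGC) was taken as the 37 genes from GEMMAAP_RS06465 to GEMMAAP_RS06645, with 12 genes of bacteriochlorophyll synthesis among them by their *bch*, *acsF* and *chl* symbols. At 8 h these 12 genes had a median log2FC of -0.19 for CaCl_2_ against the control, and 11 of 12 were below 0. Against MgCl_2_ the median was -0.29, and 12 of 12 were below 0. Of the 12, 3 were DEGs in both comparisons, named here after their values were seen. Against the control *bchZ* (GEMMAAP_RS06610) had a log2FC of -1.18, *bchY* (GEMMAAP_RS06615) one of -1.14 and *bchC* (GEMMAAP_RS06625) one of -1.06. The last was no longer a DEG without CaCl_2_ replicate 1 at 8 h (-0.94). Both shifts passed limma's camera test with a preset correlation between genes (FDR = 1.2e-07 and 1.5e-12, Benjamini-Hochberg adjustment over 63 set tests). For MgCl_2_ against the control at 8 h the median was 0.13, with 0.13 at 2 h and 0.05 at 24 h. With CaCl_2_ at 2 h it was 0.18, or 0.08 without control replicate 2 at 2 h. At 24 h it was 0.17, which passed camera, or 0.27 without control replicate 1 and 0.12, which no longer passed, without control replicate 3 at 24 h. Over all 37 genes, the median against the control was 0.18 at 2 h, -0.05 at 8 h and 0.34 at 24 h. All 3 passed camera. The value at 2 h was 0.08 and no longer passed without control replicate 2, and that at 8 h was -0.09 without CaCl_2_ replicate 1 or CaCl_2_ replicate 3. Of all 63 set tests, 24 passed an FDR of 0.05 with the preset correlation, and 3 did with a correlation estimated from the data. Both shifts of the 12 genes at 8 h also passed limma's fry test and the test with the estimated correlation. The shift of the 37 genes at 24 h passed fry and did not pass with the estimated correlation, and those at 2 h and 8 h passed neither.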

In particular, we were interested in the possibility of knowing the key role of calcium ions in the regulation of the calcium transport pathway of *G. phototrophica*. 

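GEMMAAP_RS15835 (3743823 to 3746090), which the paper calls CheA and which had no product name at hand, was compared at 8 h. So was GEMMAAP_RS00390, a methyl-accepting chemotaxis protein (94124 to 96154). GEMMAAP_RS15835 had 1284 ± 226 CPM (SD, n = 3) with CaCl_2_, 468 ± 94.1 in the control and 481 ± 40.9 with MgCl_2_. The log2FC was 1.44 against the control (SE 0.24, FDR = 6.3e-04) and 1.42 against MgCl_2_ (FDR = 5.2e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both calls held without any 1 library. The call against the control was lost when only libraries of at least 1000000 counts were used (1.28) or only the groups compared (1.42). For MgCl_2_ against the control the log2FC was 0.02, or -0.13 without control replicate 2 and -0.05 without MgCl_2_ replicate 1, and it was not called. At 2 h and 24 h the log2FC with CaCl_2_ was 0.33 and 0.55, below the fold threshold. The interactions of 1.11 with 2 h and 0.89 with 24 h did not pass the DEG thresholds. GEMMAAP_RS00390 had 4.34 ± 0.947 CPM with CaCl_2_, 6.93 ± 2.73 in the control and 5.21 ± 0.515 with MgCl_2_, ranges that overlap. Its log2FC at 8 h was -0.40 for CaCl_2_ and -0.11 for MgCl_2_ against the control, and -0.29 between the 2 amendments. None was called, and all 3 stayed below 0 without any 1 library.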

The chemotaxis protein CheA (GEMMAAP_RS15835) and methyl-accepting chemotaxis protein (GEMMAAP_RS00390), the integral membrane protein involved in the flagellar-motor complex showed a specific upregulation in 20 mg L^−1^ CaCl_2,_ whereas both genes were downregulated in 20 mg L^−1^ MgCl_2_ at 8 h after amendment. The response to the 20 mg L^−1^ CaCl_2_ amendment was mostly acute and restricted to 8 h (Figure 7). The DEGs were associated with the organization of cellular components and membrane transport. 

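In the interaction test, the effect of CaCl_2_ against the control differed between 8 h and 2 h for 39 genes, 33 of them higher at 8 h. Between 8 h and 24 h it differed for 82 genes, 55 higher at 8 h. The 39 became 23 without CaCl_2_ replicate 1 at 2 h, 23 without CaCl_2_ replicate 2 at 2 h, 20 without control replicate 3 at 2 h, 25 without CaCl_2_ replicate 2 at 8 h and 12 without control replicate 3 at 8 h. The 82 became 50 without control replicate 3 at 8 h. Between CaCl_2_ and MgCl_2_ there were 43 DEGs at 8 h, 32 of them higher with CaCl_2_, and 25 without CaCl_2_ replicate 3 at 8 h. At 24 h there were 79, of which 31 were higher with CaCl_2_. The 79 became 51 without CaCl_2_ replicate 1, 40 without CaCl_2_ replicate 2, 164 without CaCl_2_ replicate 3 and 50 without MgCl_2_ replicate 1, all at 24 h. Of the 43 DEGs at 8 h, 22 had a product name at hand, and 1 of these was a transport protein, the downregulated siderophore receptor GEMMAAP_RS15115. GEMMAAP_RS18445, which the paper calls a cation-transporting P-type ATPase, had no product name at hand and is outside this count. It was higher with CaCl_2_, with a log2FC of 4.30. From the pattern shown in Figure 7, the paper states that the response to CaCl_2_ was mostly acute and restricted to 8 h.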

We also found that the heme proteins and the two genes coding for the cation-transporting P-type ATPase involved in proton pumping (GEMMAAP_RS13065 and 18445) were significantly upregulated at 8 h for 20 mg L^−1^ CaCl_2_ compared to 20 mg L^−1^ MgCl_2_ (Figure 7).

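GEMMAAP_RS13065 (3078812 to 3080488) had 37.2 ± 7.09 CPM (SD, n = 3) with CaCl_2_ at 8 h, 20 ± 1.94 with MgCl_2_ and 20.6 ± 0.49 in the control. Its log2FC against MgCl_2_ was 0.90 (SE 0.18, FDR = 0.0038, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which passed the FDR threshold and stayed below the fold threshold. Without 1 library the log2FC lay between 0.73 and 0.99 and the FDR between 0.0048 and 0.068, and the FDR threshold was missed without CaCl_2_ replicate 3 or MgCl_2_ replicates 2 or 3 at 8 h and in a fit of only the groups compared. Against the control at 8 h it was 0.83, and at 2 h and 24 h it was 0.04 and 0.01. It was below 0 without control replicate 2 (-0.06) or CaCl_2_ replicate 3 (-0.13) at 2 h, and without control replicate 1 (-0.06), control replicate 2 (-0.15) or CaCl_2_ replicate 1 (-0.02) at 24 h. In the interaction tests, the differences of 0.79 between 8 h and 2 h and of 0.83 between 8 h and 24 h passed neither DEG threshold.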

## 4. Discussion

The objective of the presented study was to optimize the medium composition in order to establish liquid cultures of *G. phototrophica*. During the process, we found that its growth was primarily restricted by the lack of calcium. Besides, we did not find any other nutrient source bolstering its growth in liquid as explained in the results section. The established threshold of 20 mg L^−1^ CaCl_2_ corresponds to 7.2 mg Ca^2+^ L^−1^. In a recent report, it is described that the global median concentration of calcium in freshwaters is 4 mg L^−1^ [25]. The study documented that calcium concentrations are strongly linked to alkalinity, with the highest calcium and carbonate levels found in freshwaters with a pH around 8.0. In contrast, acidic lakes also have low Ca^2+^ concentrations, which may seriously limit the growth of *G. phototrophica* in these waters.

The higher calcium requirement also explains why *G. phototrophica* could have been grown on agar media [8,26]. Agar itself contains approximately 1 g of calcium per kg, which for 2% agar results in 20 mg calcium per L of agar medium. This concentration was fully sufficient to support growth. In contrast, the calcium content in peptone was almost nil and in yeast extract was only ~0.5 g per kg, which did not provide a sufficient enough amount to support the growth in liquid medium.

Intense research documented that calcium has multiple roles in eukaryotic organisms. Calcium plays a central role in various eukaryotic cellular functions and processes, predominantly via the action of cell signaling. Such roles include cell motility, proliferation, growth, calcification, flagella development, neurotransmission and many other biological processes [27,28,29,30]. Cells have to adapt to environmental changes by signal transduction and calcium ions often play the role of a versatile messenger, which transmits signals from the cell surface to the interior of the cells [27]. Calcium signaling is forced through the presence of concentration gradients across cellular membranes, as there are fewer calcium ions within the cell compared to extracellular concentrations [31]. However, excess calcium within the cytosol can cause subsequent deleterious effects, therefore a low cytosolic calcium concentration is ideally maintained by the action of calcium pumps, the process of chelation, or calcium compartmentalization in eukaryotes [32].

Much less is known about the specific role of calcium in prokaryotic cells. 

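Upstream of GEMMAAP_RS18425 lie *ccoN* (GEMMAAP_RS18415, 4369293 to 4371518) and GEMMAAP_RS18420 (4371518 to 4371712), named subunit 3 of the cbb3-type oxidase. The paper lists a gene of this product within GEMMAAP_RS18425 to GEMMAAP_RS18450, for which no product names were at hand. At 8 h *ccoN* had a log2FC of -0.14 for CaCl_2_ against the control. At 2 h it was -3.81 and at 24 h -2.70, both DEGs. GEMMAAP_RS18420 had 4.12 at 8 h against the control and 3.23 against MgCl_2_, with FDRs of 0.037 and 0.020 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so neither was a DEG. At 24 h it was downregulated, with -3.09 (FDR = 9.1e-04) for CaCl_2_ and -3.62 (FDR = 0.0083, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for MgCl_2_. For MgCl_2_ it was no longer a DEG without control replicate 2 (-3.25) or MgCl_2_ replicates 1 (-3.48), 2 (-3.37) or 3 (-4.07) at 24 h, in a fit of only the groups compared (-3.64) or with libraries of at least 1000000 counts (-3.63). For CaCl_2_ it stayed a DEG without any 1 library, as did *ccoN*.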

Calcium is required for the bacterial cytochrome *c* oxidase [33,34,35], which is in agreement with our finding that genes for this enzyme were up-regulated when more calcium was supplied. It is reported that calcium ions may play an essential role in chemotaxis, cell cycle, and competence by using calcium ions from an external source and calcium antagonists in prokaryotes [36,37,38]. However, direct evidence of the role of intercellular calcium ions in prokaryotes is still poorly understood and remains to be elucidated [39,40]. It is also reported that calcium impacts the control of gene expression and cytoskeletal reorganization in bacterial pathogens [41]. Bacteria maintain cytosolic calcium. It has previously been shown that the free cytosolic calcium levels maintained by the prokaryotic cells are quite low (100–300 nM) [42,43]. However, the molecular mechanisms by which the calcium levels are maintained remains unanswered

In the presented study we have observed that cells grown in low calcium concentrations were frequently elongated, which signaled possible problems with cell division and formation of the cytoskeletal complexes. We found many genes that are involved in cell division to be upregulated in the 20 mg L^−1^ CaCl_2_ compared to the 2 mg L^−1^ CaCl_2_. 

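The RNA was taken up to 24 h after the amendment. By their *fts*, *mre*, *mrdA*, *rodA*, *min*, *sep*, *zapA* and *div* symbols, 6 genes were followed as the cell division set. They were *ftsA*, *ftsZ* and *ftsE* and the rod shape genes *rodA*, *mrdA* and *mreC*, so the set does not stand for cell division alone. Of the 6, 0 were DEGs for CaCl_2_ against the control at any of the 3 time points. Their median log2FC was 0.12 at 2 h, -0.01 at 8 h and 0.24 at 24 h. As a set they did not pass limma's camera test, and they passed the fry test at 2 h and 24 h. When 1 library was left out, the median at 8 h lay between -0.07 and 0.05, and it was above 0 without CaCl_2_ replicate 1 (0.05) or control replicate 3 (0.04). A symbol was known for 610 genes, so the 6 need not be all genes of cell division.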

There are reports on the formation of elongated or filamentous cells in many species such as *B. subtilis* instead of the bloated and spherical cells in the absence of cytoskeletal proteins involved in the assembly of the cytoskeletal complexes [44]. It is apparent that cells grown in low calcium concentration lack flagella compared to cells grown in high calcium concentration as mentioned in the results. 

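By their *flg*, *flh*, *fli* and *mot* symbols, 14 genes of the flagellum were followed. Their median log2FC for CaCl_2_ against the control was 0.07 at 2 h, 0.18 at 8 h and 0.06 at 24 h, and 14 of 14 were above 0 at 8 h. No shift of these genes against the control passed limma's camera test at an FDR of 0.05. The shift at 8 h passed with RLE factors in place of TMM, with a median of 0.18, and without control replicate 1 at 8 h, with one of 0.20. The median at 2 h against the control was 0.12 without CaCl_2_ replicate 1 at 2 h. At 24 h it was 0.12, -0.07 and 0.17 without CaCl_2_ replicates 1, 2 and 3, and 0.32, 0.02 and -0.13 without control replicates 1, 2 and 3. Against MgCl_2_ at 2 h the median was 0.25, with 13 of 14 above 0, and it passed camera with Benjamini-Hochberg adjustment (FDR = 0.0013, and between 0.00050 and 0.020 without 1 library). It did not pass with an estimated correlation between genes or with fry. At 8 h and 24 h the medians against MgCl_2_ were 0.15 and 0.16, which did not pass. The first passed without MgCl_2_ replicate 3 at 8 h (0.18) and the second without MgCl_2_ replicate 2 at 24 h (0.25). The second was 0.070 without MgCl_2_ replicate 3 and 0.086 and 0.28 without CaCl_2_ replicates 2 and 3 at 24 h.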

We found the chemotaxis and *fli* genes which are involved in flagella formation were slightly upregulated in cells grown in high calcium concentration.

We found that the calcium content was about 20% higher in the cells grown in 20 mg L^−1^ CaCl_2_ when compared to the cells grown in 2 mg L^−1^ CaCl_2_. This suggests that the *G. phototrophica* cells require higher calcium concentration in their cells. Recent reports showed that calcium has control over the formation and activity of the cytoskeleton by modulating the proteins associated with the structural organization [30]. The growth and division of bacterial cells are tightly coordinated with the cytoskeleton to maintain its structural integrity [45,46]. The cytoskeleton gives an order to a cell, and in large cells, where diffusion may become limiting, it facilitates the transport of the metabolites in the cell [47]. Some bacteria have the capability to store calcium ions in membrane-bound structures. Since it has been reported in *E. coli* that the cytosolic free calcium is regulated through influx and efflux [39], we aimed to identify putative genes involved in calcium efflux pathways. It was expected that proteins involved in calcium efflux will be upregulated in the cells grown at higher concentrations of calcium, whereas those involved in calcium influx would be downregulated. However, we did not find the regulation of proteins involved in calcium signaling in this study.

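Between CaCl_2_ and MgCl_2_, the 6 genes of the cell division set, which includes rod shape genes, had a median log2FC of -0.00 at 2 h, -0.01 at 8 h and 0.27 at 24 h. The 8 genes of RNA synthesis, taken by their *rpo*, *nus*, *rho* and *gre* symbols, had 0.01, 0.19 and 0.67. The value at 8 h was 0.07 without CaCl_2_ replicate 1 and 0.12 without MgCl_2_ replicate 1. The 37 genes of the PGC had 0.04, -0.19 and 0.40. The value at 2 h was 0.015 without MgCl_2_ replicate 2 and 0.070 without MgCl_2_ replicate 3. The 22 genes of respiration, by their *nuo*, *atp*, *cco*, *cta*, *cox*, *cyo* and *sdh* symbols, had 0.01, 0.07 and 0.46. At 8 h the respiration value was 0.04 without CaCl_2_ replicate 1, 0.13 without CaCl_2_ replicate 2, 0.02 without CaCl_2_ replicate 3, 0.02 without MgCl_2_ replicate 1 and 0.14 without MgCl_2_ replicate 2. At 2 h none of the 4 sets passed limma's camera test, and 3 medians changed sign. Cell division was between -0.03 and 0.04, above 0 without CaCl_2_ replicate 1 or 2 or MgCl_2_ replicate 2 or 3. RNA synthesis was between -0.06 and 0.11 and respiration between -0.02 and 0.10, both below 0 without CaCl_2_ replicate 3 or MgCl_2_ replicate 1 or 2, and both also below 0 with RLE factors. At 8 h, cell division was above 0 without MgCl_2_ replicate 2 (0.0047). At 8 h the PGC and respiration sets passed camera and fry, and at 24 h the PGC, RNA synthesis and respiration sets passed both. None of these passed with an estimated correlation between genes. Without *ccoG* and *ccoS*, 2 genes of the cbb3 locus left out after their values were seen, the respiration set passed neither camera nor fry at 8 h (0.055) and passed both at 24 h (0.46). Cell division passed only fry, at 24 h. The 49 genes of ribosomal proteins, followed for comparison, had a median of 0.88 at 24 h.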

The performed transcriptome analysis documents upregulation of genes linked to cell division, RNA synthesis, photosynthesis and respiration in the 20 mg CaCl_2_ L^−1^ compared to 20 mg MgCl_2_ L^−1^. There are several studies indicating that calcium ions play a regulatory role in the physiology of prokaryotes [39,48,49,50,51,52]. The transcriptomic analyses in *Escherichia coli* and *Bacillus subtilis* revealed that the expression of hundreds of genes is regulated by changes in calcium ions in response to increased calcium levels from external sources [39,50]. They reported that the processes such as flagella formation, biofilm matrix production, iron acquisition, polysaccharide production and general stress response were affected. 

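The gene of the channel MscL is annotated as a pseudogene (GEMMAAP_RS09690, 2289706 to 2290059). Its log2FC for CaCl_2_ against the control was 0.03 at 2 h, 0.14 at 8 h and -0.60 at 24 h, none of them called. The value at 2 h was -0.01 in a fit of only the groups compared and -0.15 without control replicate 2 at 2 h. Among the products at hand, the heavy-metal P-type ATPase GEMMAAP_RS13975 had 0.26, -0.43 and 0.27, none called, and -0.03 at 24 h without CaCl_2_ replicate 3. GEMMAAP_RS14340 was downregulated at 2 h and 24 h. At 8 h it had a log2FC of 1.22 (FDR = 0.122) against the control and 1.38 (FDR = 0.021, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) against MgCl_2_. The latter fell to 0.99 without CaCl_2_ replicate 3, and it became a DEG without CaCl_2_ replicate 1 (1.65) and by DESeq2 and the likelihood ratio test. The interactions of 3.10 between 8 h and 2 h and of 4.50 between 8 h and 24 h passed the DEG thresholds. The calcium/sodium antiporter gene GEMMAAP_RS18755 (4453364 to 4454317) had -0.87 at 2 h, -0.37 at 8 h and -0.79 at 24 h. Its FDRs of 0.0029 at 2 h and 0.0021 at 24 h (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) passed the limit, and the changes were below the fold threshold. Without 1 library the FDR lay between 0.0030 and 0.017 at 2 h and between 0.0018 and 0.021 at 24 h, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The limit was missed without control replicate 2 or any CaCl_2_ replicate at 2 h, and without CaCl_2_ replicates 1 or 2 at 24 h.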

We also found that genes such as calcium transporting ATPase and large conductance mechanosensitive channel MscL, to which calcium is specifically bound and acts as cofactor, were not significantly upregulated in high calcium.

## 5. Conclusions

In conclusion, the presented study shows that *G. phototrophica* requires a higher concentration of calcium than related microorganisms for its growth in liquid medium. While calcium is known to be required, e.g., for bacterial respiration due to its role in cytochrome oxidase, the elevated requirement here was unexpected and furthermore affected the regulation of genes involved in tetrapyrrole biosynthesis, cell division, transition metal transport, and other fundamental cellular pathways. Yet, the exact role of calcium in *G. phototrophica* still has to be determined. Now with the established liquid growth conditions, much more detailed research on its physiology, regulation, and metabolism can be undertaken.

## Figures and Tables

**Figure 1:**
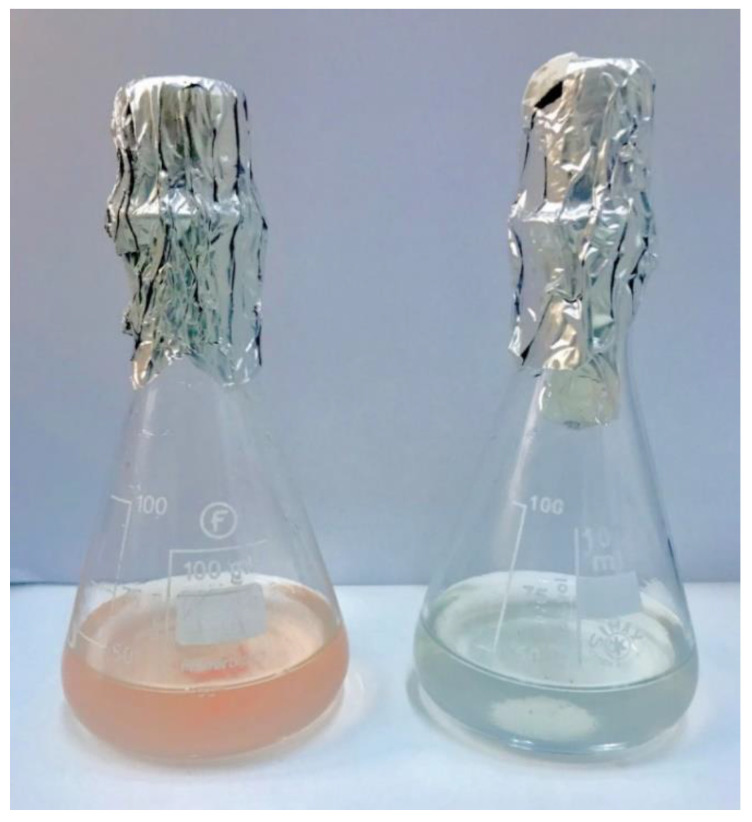
Liquid culture of *G. phototrophica* showing growth in the medium containing 50 mg CaCl_2_ L^−1^ (**left** flask) and no growth in medium without added CaCl_2_ (**right** flask).

**Figure 2:**
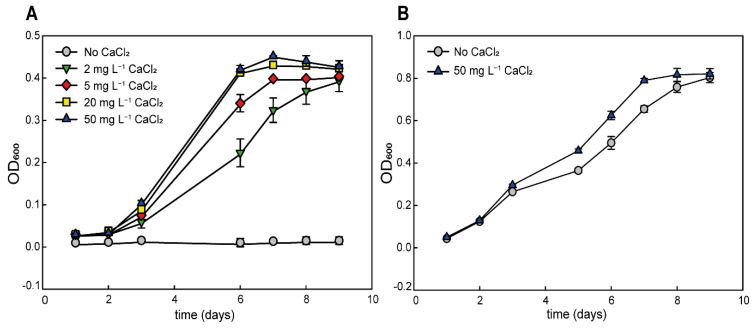
(**A**) Growth rate of *G. phototrophica* grown in liquid media with different CaCl_2_ concentrations. (**B**) Growth rate of *G. groenlandica* in medium with 50 mg CaCl_2_ L^−1^ and in medium without added CaCl_2_.

**Figure 3:**
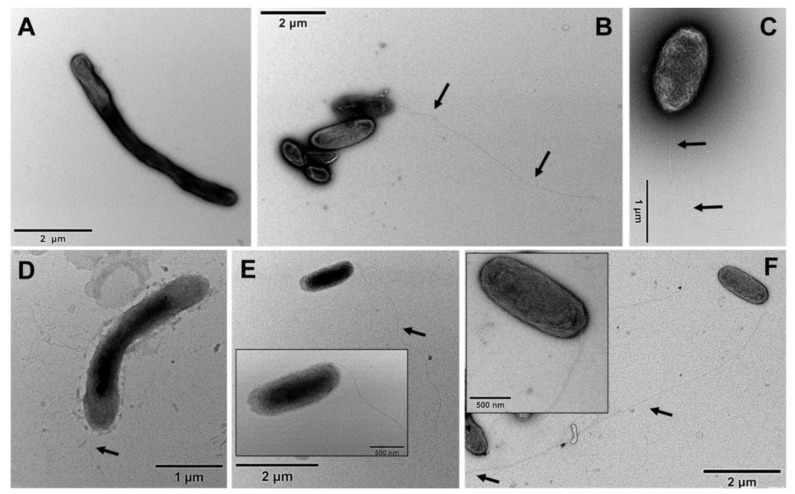
Transmission electron microscopy images of *G. phototrophica* and *G. groenlandica* cells grown in with and without CaCl_2_. (**A**) Cells of *G. phototrophica* in 2 mg CaCl_2_ L^−1^ were long rod shaped without flagella. (**B**) Cells of *G. phototrophica* in 20 mg CaCl_2_ L^−1^ were short rod shaped with polar flagella. (**C**) Cells of *G. phototrophica* in 50 mg CaCl_2_ L^−1^ were rod shaped with flagella. (**D**) Cells of *G. groenlandica* in 2 mg CaCl_2_ L^−1^ were rod-like and elongated in shape with short flagella. (**E**) Cells of *G. groenlandica* in 20 mg CaCl_2_ L^−1^ were rod shaped with flagella. (**F**) Cells of *G. groenlandica* in 50 mg CaCl_2_ L^−1^ were rod shaped with long flagella. Scale bar is included in each figure. Inlet shows the close-up images. Arrows show the flagella.

**Figure 4:**
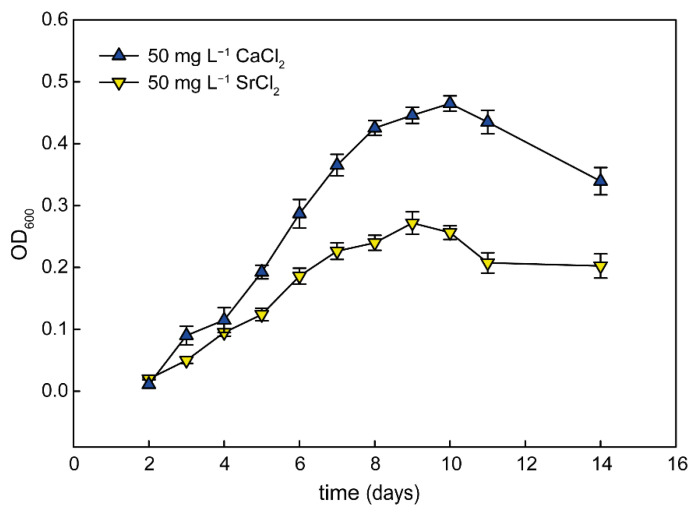
Growth rate of *G. phototrophica* grown in liquid media with 50 mg L^−1^ CaCl_2_ and 50 mg L^−1^ SrCl_2_.

**Figure 5:**
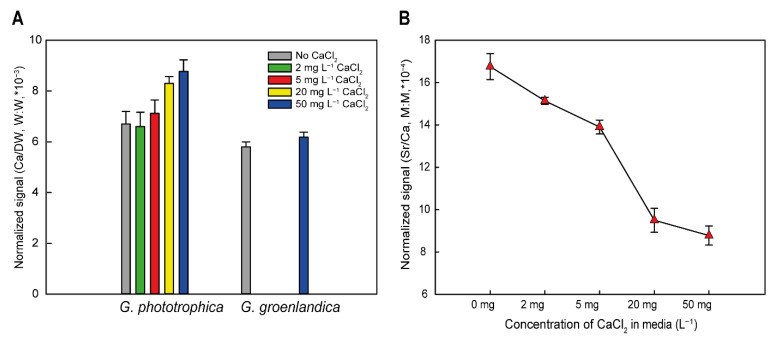
(**A**) Accumulation of calcium in *G. phototrophica* and *G. groenlandica* cells grown in nutrient media containing different concentrations of CaCl_2_. (**B**) Accumulation of strontium in *G. phototrophica* cells grown in nutrient media containing different concentrations of CaCl_2_.

**Figure 6:**
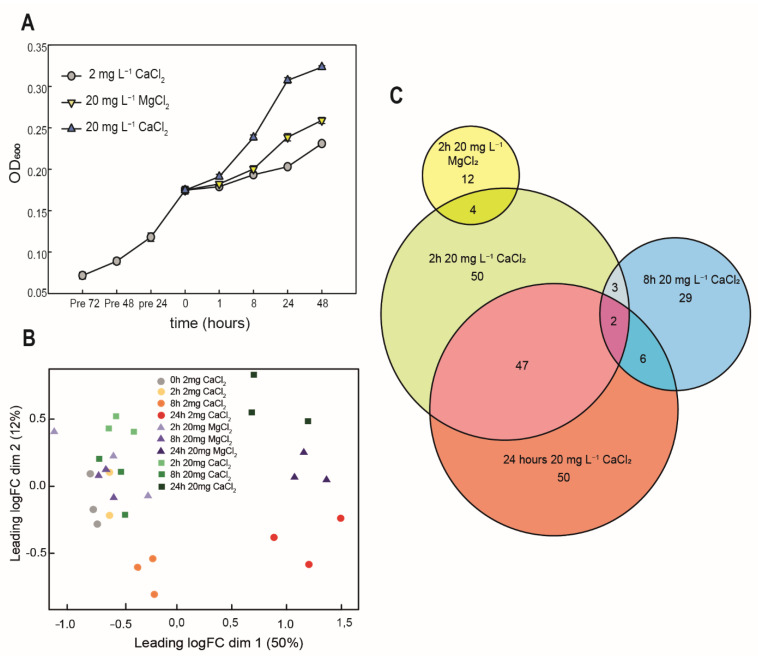
(**A**) The figure shows the growth rate of *G. phototrophica* grown in 20 mg CaCl_2_ L^−1^ and no growth in 2 mg CaCl_2_ L^−1^ (Note: scale bar in the *x*-axis is uneven). (**B**) Multi-Dimensional Scaling (MDS) plot showing the similarity between the treatment replicates. (**C**) Venn diagram showing the differentially expressed genes in 20 mg MgCl_2_ L^−1^ and 20 mg CaCl_2_ L^−1^ at 2 h, 8 h and 24 h after amendment.

**Figure 7:**
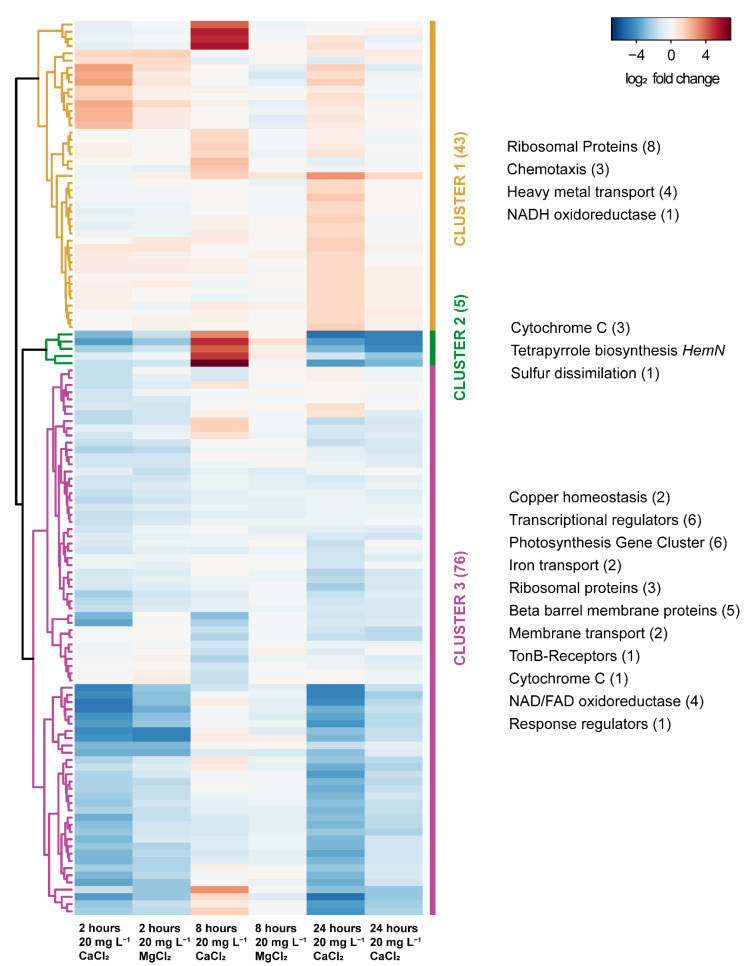
Heatmap and hierarchical clustering based on the Euclidean distance of the log2 FC of significantly differentially expressed genes in 20 mg CaCl_2_ L^−1^ and 20 mg MgCl_2_ L^−1^ at 2 h, 8 h, and 24 h after amendment. The colors indicate three clusters obtained by cutting the tree at the earliest branching points. Functions of genes within the clusters are noted on the left with the numbers of coding genes in brackets.

## Data Availability

Data availability. RNA sequencing data is publicly available at the NCBI gene expression omnibus database under accession number GSE217809 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217809, accessed on 20 December 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/microorganisms11010027/s1, Figure S1. pure cultures of *G. phototrophica* growing on the agar but not on the agarose plates. Dataset S1 and S2: Transcriptional response of *G. phototrophica* to Ca^2+^ or Mg^2+^ amendment.

# Supplementary material for: The Influence of Calcium on the Growth, Morphology and Gene Regulation in Gemmatimonas phototrophica
**Source:** Microorganisms. 2022 Dec 22;11(1):27. doi: 10.3390/microorganisms11010027
**Supplement:** Supplementary file 1

## Supplementary Material

### The influence of calcium on the growth, morphology and gene regulation of *Gemmatimonas phototrophica*

Sahana Shivaramu<sup>1</sup>, Jürgen Tomasch<sup>1</sup>, Karel Kopejtká<sup>1</sup>, Nupur<sup>1</sup>, Mohit Kumar Saini<sup>1</sup>, Syed Nadeem Hussain Bokhari<sup>2</sup>, Hendrik Küpper<sup>2,3</sup>, Michal Koblížek<sup>1\*</sup>

**This file contains:**

Supplementary Figure S1.

Supplementary Datasets S1 and S2 are included as a separated Excel files.

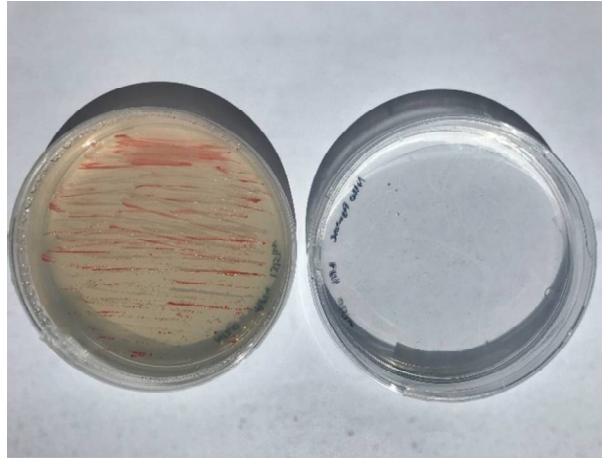

**Supplementary Figure S1.** Plates showing pure cultures of *G. phototrophica* growing on a medium solidified by agar (left) but not growing on a medium solidified by agarose (right).

How the deposited data were processed for this re-analysis (not part of the article)

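The data are counts of RNA sequencing fragments per gene from 30 samples of the AP64 strain of *G. phototrophica*. The cultures grew in 2 mg L-1 CaCl_2_ and were amended after 3 days. Samples were taken at 0 h and at 2, 8 and 24 h from cultures in 20 mg L-1 CaCl_2_, in 20 mg L-1 MgCl_2_ and from the unamended control, with 3 replicates in each of the 10 groups. The paper does not say whether a culture was sampled at more than 1 time point. The counts were made by the authors, who clipped reads at a Phred score under 30, mapped them with bowtie2 to the AP64 genome and counted them with featureCounts 2.0.1 on the features named gene, by strand, with reads that map to several places kept and reads on overlapping genes counted for each. The deposited counts carry no normalization. They cover 3962 genes, of which 48 are tRNA genes, 6 rRNA genes and 3 other RNA genes. No 2 libraries hold the same counts. Growth curves, electron microscopy and calcium measurements of the paper were not analysed here.

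Gene symbols came from the RefSeq annotation, in which 3924 of the gene identifiers were found and 38 were not. Product names came from the visible part of the paper's Supplementary Datasets S1 and S2, which gave 2435 of them. Of the 3905 genes in each dataset, 1812 and 1453 were visible. The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with matplotlib 3.10.9 for the plot. All libraries entered one negative binomial fit in edgeR with a coefficient per group, TMM scaling and the filterByExpr filter, which left 3959 genes. Contrasts were tested with the quasi-likelihood F-test, and p-values were adjusted over these genes by the Benjamini-Hochberg method. DEGs had an FDR below 0.01 and an absolute log2FC above 1, as in the paper. The comparisons were each amendment against the control and CaCl_2_ against MgCl_2_ at each time point, the control at each time point against 0 h, and the interactions of the CaCl_2_ effect with time. Log2 CPM values for MDS used a prior count of 2 and the 500 genes that differ most for each pair of libraries.

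Gene sets were tested with limma's camera at a preset correlation of 0.01 between genes, with an FDR limit of 0.05 over 63 tests of 7 sets in 9 comparisons, and with fry and an estimated correlation beside it. The sets were defined by locus range or gene symbol after the annotation had been seen and before any of their values, since too few products were visible for a definition by product name. Sets of chemotaxis, membrane transport and heavy metal genes were not tested for this reason. Genes named in the text are all those the paper names by locus or product, with annotated P-type ATPases and calcium antiporters among the latter, and for each comparison with the control the 3 highest and 3 lowest log2FC among DEGs whose 3 amended libraries all lay on one side of the 3 controls. This rule was written when some values in Supplementary Datasets S1 and S2 had been seen. Genes named beyond it were chosen after their values were seen, and the text says so.

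The main alternatives were DESeq2's Wald test, RLE factors, edgeR's likelihood ratio test, no filter on low counts, a fit of only the groups compared, a replicate block, only libraries of at least 1000000 counts, an FDR limit of 0.05, and each library left out in turn. With 1 library left out of a group, the spread was still estimated from all groups. The quasi-likelihood test on all libraries and on only the groups compared, the likelihood ratio test and DESeq2 were tested on simulated data in which 200 genes changed by a log2 fold change of 2. Over 15 comparisons of between 3954 and 3959 genes, the quasi-likelihood test recovered between 93% (the interaction of 8 h with 24 h) and 100% (MgCl_2_ against the control at 24 h) of the changed genes and called at most 3 unchanged ones. The other settings were not tested in this way. In the fit of only the groups compared it recovered between 92% and 99%. The simulated counts had the same spread in all groups for each gene, so they do not test the fit of all libraries where groups differ in spread. For CaCl_2_ against the control at 8 h, the fit of only the groups compared recovered 97.5% in the simulation and called 0 genes in the data. A simulated shift of 1 in the 49 ribosomal protein genes was fitted at 0.97 to 1.01, and 0 of 6 other sets were called. The libraries held between 349741 and 15254572 counts. Counts of 0 to 10, as in some genes of the shallow libraries, give fold changes that depend on the prior count.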

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

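The tests of the 8 h control as a group, of the tmRNA and rRNA share in the 8 h and 24 h difference, of exchanged control labels and of short RNA were chosen only after the result was seen.

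The effect of CaCl_2_ differed between time points. By the interaction test of edgeR, 39 genes responded differently at 8 h and 2 h, 82 at 8 h and 24 h and 48 at 24 h and 2 h. The first number was 23 without CaCl_2_ replicate 1 or 2 at 2 h, 20 without control replicate 3 at 2 h, 25 without CaCl_2_ replicate 2 at 8 h and 12 without control replicate 3 at 8 h. The second was 50 without control replicate 3 at 8 h, and the third was 27 without CaCl_2_ replicate 2 at 24 h and 30 without CaCl_2_ replicate 1 at 2 h. Labels were also assigned anew within time points, in 100 assignments with the real one among them. At least as many genes as found were called in 4 of them for 8 h and 2 h, in 5 for 8 h and 24 h and in 7 for 24 h and 2 h. Fewer than 5 of 100 assignments reached the first number, and at least 5 reached each of the others. The 3 counts of assignments lie close together, so the margin is narrow. An assignment that exchanges all labels of a time point measures the sum of both effects. One that keeps the labels of 1 time point and mixes the other still holds the effect of the first. The assignments thus do not model an equal effect at both times, so chance cannot be excluded by them for any of the 3 numbers.

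For the 82 genes of 8 h and 24 h, several technical sources were tested. Of the 82, 90.2% were still called without the shallow control replicate 2 at 8 h, and 95.1% without CaCl_2_ replicate 1 at 8 h, which had the lowest tmRNA and the highest rRNA share, so neither library accounts for the difference. With coding genes only 92.7% were still called, which argues against the share of tmRNA and rRNA as the cause, and with the trend on gene length removed 98.8% kept a difference over 1. With the MgCl_2_ libraries of 8 h in place of the 8 h control, 85.4% were still called. A gene with an effect of CaCl_2_ at 24 h alone stays called here even where MgCl_2_ and CaCl_2_ changed it alike at 8 h. For the 82 genes as a set, a displaced 8 h control therefore cannot be told apart from a response of the cells. The 30 DEGs of CaCl_2_ at 8 h had a median log2FC of 1.67 in size. For MgCl_2_ against the control, their median in the same direction was -0.03, and 10 of the 30 had the same sign. These values argue against a displaced 8 h control as the cause of those 30 calls.

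Exchanged labels of the 2 h and 8 h control libraries stay open for the difference between 8 h and 24 h. With CaCl_2_ at 8 h set against the control libraries labelled 2 h, 43.9% of the 82 genes were still called, so the explanation cannot be told apart from a response of the cells for the rest of them, as the design holds no other control at these times. For the 30 DEGs of CaCl_2_ at 8 h themselves, 76.7% were still called against those libraries, which excludes exchanged labels as the cause of these calls as a set. Chance cannot be excluded for them by splitting the 6 libraries, since 1 of 10 splits is the real one.

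RNA genes, which the paper does not discuss, changed in the control over time. Of the genes called between 24 h and 0 h, 42 were RNA genes, and the 48 tRNA genes had a median log2FC of -2.03, from -4.83 to 0.34, with 38 called as lower at 24 h. At 2 h and 8 h the median was 0.13 and -0.04. At 24 h, CaCl_2_ and MgCl_2_ against the control had medians of 0.37 and 0.20. The median between 24 h and 0 h was -2.03 to -2.04 under DESeq2, RLE factors, no filter, a block and libraries of at least 1000000 counts, and the median of all genes was at most 0.02. Leaving tmRNA and rRNA out of the library sizes and the scaling gave -2.03, which argues against these as the cause. A lower yield of short RNA in the 24 h libraries may explain part of it. The 5 other RNA genes under 500 bp had a median of -1.12, from -2.16 to -1.05, all lower in the way such a loss would give. Slower growth of the control at 24 h may explain part of it too, since the median of the ribosomal protein genes, -0.87, is lower in the way slower growth would give. The mean tRNA share at 24 h was 0.27% of counts in the control, 0.29% with MgCl_2_ and 0.34% with CaCl_2_, against 1.04% at 0 h. The drop was thus not confined to the control, which argues against slower growth of the control as its only cause. Growth at the time of sampling was not analysed here. The control was sampled at 24 h in 3 replicates only, and a difference in RNA preparation between days was not tested.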

How the results depend on the processing

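The comparisons, the limits, the scaling, the filter and the alternatives to them were chosen before the data were examined, and the 24 settings with coding genes only or the older form of edgeR's quasi-likelihood test were chosen only after the result was seen. The numbers of DEGs, overlaps, interaction genes, gene sets and MDS shares were followed through the settings set before the data were examined, 8 of them apart from leaving out libraries. Of these values 624 stayed the same, 55 became stronger, 83 weaker, 21 changed direction and 19 moved. In the 24 settings and with *ccoG* and *ccoS* left out of the respiration set, also chosen after the result was seen, 199 stayed the same, 80 became stronger and 15 weaker. For the 109 results on named genes, 1272 values stayed the same, 11 became stronger, 99 weaker and 34 changed direction. With RLE factors the up and down shares of DEGs moved by no more than 10 points. With DESeq2 they moved further for MgCl_2_ against the control at 2 h, from 3 up and 8 down to 5 and 36, and for CaCl_2_ against MgCl_2_ at 2 h, from 0 up and 2 down to 7 and 9. The directions that did change are given with each setting.

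With only the groups compared in the fit, numbers fell throughout. DEGs of CaCl_2_ against the control fell from 95 to 55 at 2 h (9 up, 46 down), from 30 to 0 at 8 h, from 103 to 52 at 24 h (11 up, 41 down) and from 170 to 85 at any time (20 up, 65 down). DEGs of MgCl_2_ against the control fell from 12 to 1 at 24 h and from 23 to 10 at any time, all down. CaCl_2_ against MgCl_2_ at 2 h fell from 2 to 0, and the control at 2 h and 8 h against 0 h fell from 41 to 25 and from 10 to 0. The overlaps of CaCl_2_ fell from 52 to 22 for 2 h and 24 h, from 2 to 0 for 2 h and 8 h and from 5 to 0 for 8 h and 24 h. Genes with a different effect of CaCl_2_ fell from 39 to 24 for 8 h and 2 h and from 82 to 32 for 8 h and 24 h. Beside the 3 counts of 0 by edgeR's quasi-likelihood test, an unadjusted p below 0.05 was found for 336 genes with CaCl_2_ against the control at 8 h, for 286 with CaCl_2_ against MgCl_2_ at 2 h and for 778 with the control at 8 h against 0 h. DESeq2 on all libraries called 39, 16 and 17 genes. *mscL* (GEMMAAP_RS09690) in CaCl_2_ against the control at 2 h went from 0.03 to -0.0089. The spread is estimated from 6 libraries in this setting, or from 12 for the genes with a different effect, and the cause was not tested.

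An FDR limit of 0.05 raised DEGs of MgCl_2_ against the control from 11 to 64 at 2 h, from 12 to 28 at 24 h and from 23 to 83 at any time (7 up, 76 down). CaCl_2_ against MgCl_2_ at 2 h went from 2 to 8 and the control at 2 h against 0 h from 41 to 71. The overlaps went from 2 to 6 for CaCl_2_ at 2 h and 8 h, from 5 to 10 for 8 h and 24 h and from 9 to 46 for CaCl_2_ and MgCl_2_ at 2 h. Genes with a different effect of CaCl_2_ rose from 39 to 75 for 8 h and 2 h, from 82 to 126 for 8 h and 24 h and from 48 to 84 for 24 h and 2 h. The wider limit admits more genes by design, and any further cause was not tested.

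DESeq2's Wald test raised DEGs of MgCl_2_ against the control from 11 to 41 at 2 h, from 12 to 28 at 24 h and from 23 to 61 at any time (5 up, 56 down). CaCl_2_ against MgCl_2_ at 2 h went from 2 to 16 and the control at 8 h against 0 h from 10 to 17. The overlaps went from 2 to 5 for CaCl_2_ at 2 h and 8 h, from 5 to 8 for 8 h and 24 h and from 9 to 31 for CaCl_2_ and MgCl_2_ at 2 h. Genes with a different effect at 24 h and 2 h rose from 48 to 74, and the cause was not tested.

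The likelihood ratio test raised DEGs of MgCl_2_ against the control from 11 to 52 at 2 h, from 0 to 1 at 8 h, from 12 to 28 at 24 h and from 23 to 72 at any time (5 up, 67 down). The 1 gene at 8 h was GEMMAAP_RS12435, chosen after its values were seen. Its log2FC was -4.07. CaCl_2_ against MgCl_2_ at 2 h went from 2 to 15, the control at 2 h and 8 h against 0 h from 41 to 65 and from 10 to 18. The overlaps went from 2 to 6 for CaCl_2_ at 2 h and 8 h, from 5 to 8 for 8 h and 24 h and from 9 to 40 for CaCl_2_ and MgCl_2_ at 2 h. Genes with a different effect at 8 h and 2 h rose from 39 to 69, and the cause was not tested.

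Replicate numbers were not treated as pairs. Of 36 pairs of equal number in 2 groups, 17 had a correlation above 0.1 over 3795 genes, with a median of 0.078 and a range from -0.32 to 0.52, and in only 1 of 12 comparisons was every pair above 0.1. With the replicate number as a block, DEGs of MgCl_2_ against the control rose from 11 to 28 at 2 h, from 12 to 20 at 24 h and from 23 to 44 at any time (2 up, 42 down), CaCl_2_ against MgCl_2_ at 2 h from 2 (0 up, 2 down) to 11 (7 up, 4 down) and the overlap of CaCl_2_ and MgCl_2_ at 2 h from 9 to 25. The median of cell division genes in CaCl_2_ against MgCl_2_ at 2 h went from -0.0027 to 0.00020. *bchE* (GEMMAAP_RS19165) in CaCl_2_ against MgCl_2_ at 8 h became a DEG, at 1.72. Here too the cause was not tested.

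With only libraries of at least 1000000 counts, DEGs of MgCl_2_ against the control fell from 11 to 0 at 2 h, from 12 to 6 at 24 h and from 23 to 6 at any time, all down. By edgeR's quasi-likelihood test 900 genes had an unadjusted p below 0.05 at 2 h, and DESeq2 on all libraries called 41 genes. The overlap of CaCl_2_ at 2 h and 8 h fell from 2 to 1 and that of CaCl_2_ and MgCl_2_ at 2 h from 9 to 0. Directions changed for *ccoS* (GEMMAAP_RS18450) in CaCl_2_ against the control at 24 h, from -0.014 to 0.00089, and for GEMMAAP_RS15835 in MgCl_2_ against the control at 8 h, from 0.02 to -0.13. The medians of RNA synthesis and respiration genes in CaCl_2_ against MgCl_2_ at 2 h went from 0.0097 to -0.040 and from 0.0073 to -0.0029. The setting leaves out 2 libraries, with 375017 and 349741 counts, and leaves 2 in their groups, and the cause was not tested.

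With RLE factors, the medians of RNA synthesis and respiration genes in CaCl_2_ against MgCl_2_ at 2 h went from 0.0097 to -0.00067 and from 0.0073 to -0.0016. The flagella set in CaCl_2_ against the control at 8 h passed camera, at a median of 0.178 in place of 0.175. The cause was not tested. With no filter, every result kept its direction and its side of the limits, and no number of genes moved by more than 1.5 times. The number of genes with a different effect at 24 h and 2 h, for example, went from 48 to 47.

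Of the 63 set tests camera called 24 at the preset correlation between genes and 3 at the estimated one. Among the sets and comparisons reported with the claims, those that no longer passed were the PGC in CaCl_2_ against the control at 2 h (median 0.18), 8 h (-0.055) and 24 h (0.34) and against MgCl_2_ at 8 h (-0.19) and 24 h (0.40), respiration against MgCl_2_ at 8 h (0.072) and 24 h (0.46), BChl synthesis against the control at 24 h (0.17), RNA synthesis against MgCl_2_ at 24 h (0.67) and flagella against MgCl_2_ at 2 h (0.25). With fry, among the same sets, the PGC against the control at 2 h (0.18) and 8 h (-0.055) and flagella against MgCl_2_ at 2 h (0.25) no longer passed, and cell division passed against the control at 2 h (0.12) and 24 h (0.24) and against MgCl_2_ at 24 h (0.27). The medians are the same in all these tests, and the cause was not tested. Without *ccoG* and *ccoS*, a choice made after the result was seen, the respiration set against MgCl_2_ no longer passed camera at 8 h (0.055) and still passed at 24 h (0.46).

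In MDS, the share of variance between time points on dimension 1 was 93.5%. It was 91.9% with the top 100 genes and 92.5% with genes chosen over all libraries. The share between amendments on dimension 2 was 57.3%, and 44.5% with the top 100 genes. The cause was not tested.

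Leaving out 1 library at a time changed the numbers of DEGs most where few were called. Against the control, those of CaCl_2_ at 2 h (95) lay between 60 and 137, and those of MgCl_2_ at 2 h (11) between 0 and 27, at 8 h (0) between 0 and 1, at 24 h (12) between 2 and 31 and at any time (23) between 7 and 42. CaCl_2_ against MgCl_2_ had between 2 and 31 at 2 h (2), between 25 and 49 at 8 h (43) and between 40 and 164 at 24 h (79). The control against 0 h had between 10 and 51 at 2 h (41) and between 2 and 14 at 8 h (10). The overlap of CaCl_2_ at 2 h and 8 h (2) lay between 0 and 4, at 8 h and 24 h (5) between 1 and 10 and of CaCl_2_ and MgCl_2_ at 2 h (9) between 0 and 20. Genes with a different effect lay between 12 and 47 for 8 h and 2 h (39), between 50 and 123 for 8 h and 24 h (82) and between 27 and 67 for 24 h and 2 h (48). Staying within 1.5 times were CaCl_2_ against the control at 8 h (20 to 37), 24 h (77 to 135) and any time (149 to 214), the overlap of 2 h and 24 h (35 to 54) and the control at 24 h against 0 h (763 to 958). The libraries behind the numbers that moved are named with each result. For MgCl_2_ at 2 h, the number of 0 came without MgCl_2_ replicate 1, with 856 genes at an unadjusted p below 0.05 by edgeR's quasi-likelihood test, and DESeq2 on all libraries called 41. For all of these the cause was not tested.

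Without single libraries, Pearson's r of the log2FC of CaCl_2_ across genes lay between 0.53 and 0.62 for 2 h and 24 h, between 0.03 and 0.25 for 2 h and 8 h and between -0.00067 and 0.16 for 8 h and 24 h. Between 22 and 27 set tests were called. Set medians in CaCl_2_ against the control lay between 0.080 and 0.20 for the PGC at 2 h, 0.14 and 0.20 for flagella at 8 h, -0.071 and 0.050 for cell division at 8 h, 0.12 and 0.27 for BChl synthesis at 24 h and -0.13 and 0.32 for flagella at 24 h. Against MgCl_2_ they lay between -0.034 and 0.039 for cell division, -0.063 and 0.11 for RNA synthesis and -0.023 and 0.10 for respiration at 2 h, and between -0.053 and 0.0047 for cell division at 8 h. The shares in MDS lay between 92.4% and 95.8% for dimension 1 and between 24.6% and 65.8% for dimension 2. The cause was not tested.

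Some log2FC of named genes changed direction without single libraries. In MgCl_2_ against the control at 8 h, GEMMAAP_RS18425 lay between -0.061 and 0.91, GEMMAAP_RS18440 between -0.061 and 0.34, GEMMAAP_RS18445 between -0.23 and 0.065, *hemN* (GEMMAAP_RS19170) between -0.67 and 0.11, *hemJ* (GEMMAAP_RS19180) between -0.13 and 0.34, GEMMAAP_RS15835 between -0.13 and 0.11 and GEMMAAP_RS14340 between -0.45 and 0.15. In CaCl_2_ against the control at 2 h, GEMMAAP_RS00390 lay between -0.32 and 0.61, GEMMAAP_RS13065 between -0.13 and 0.20 and GEMMAAP_RS09690 between -0.15 and 0.21. At 24 h *ccoS* (GEMMAAP_RS18450) lay between -0.13 and 0.060, *bchJ* (GEMMAAP_RS19175) between -0.80 and 0.015, GEMMAAP_RS13065 between -0.15 and 0.26 and GEMMAAP_RS13975 between -0.034 and 0.46. In CaCl_2_ against MgCl_2_ at 8 h, GEMMAAP_RS09690 lay between -0.30 and 0.021, GEMMAAP_RS13975 between -0.29 and 0.092 and GEMMAAP_RS18755 between -0.33 and 0.079. The cause was not tested.

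Of the 24 settings chosen only after the result was seen, those with an FDR limit of 0.05 mostly raised the same results. The numbers are given in the order of MgCl_2_ against the control at 2 h (11), 24 h (12) and any time (23) and of the overlaps of CaCl_2_ at 2 h and 8 h (2), at 8 h and 24 h (5) and of CaCl_2_ and MgCl_2_ at 2 h (9). Coding genes only gave 62, 31, 84, 6, 9 and 46, and with the likelihood ratio test 77, 41, 103, 7, 11 and 53. The latter also raised CaCl_2_ against the control at 8 h from 30 to 47 and MgCl_2_ from 0 to 1. With the older test, coding genes gave 62, 31, 84, 6, 9 and 46 with TMM, 61, 30, 82, 6, 10 and 46 with RLE factors, 57, 25, 74, 6, 9 and 43 without scaling factors and 63, 28, 82, 6, 10 and 46 with TMM of all genes. All genes gave 64, 28, 83, 6, 10 and 46. With robust fitting besides, these were 45, 27, 65, 5, 8 and 33 with TMM, 45, 23, 62, 5, 9 and 33 with RLE factors, 46, 23, 63, 5, 9 and 33 with TMM of all genes and 47, 23, 64, 5, 9 and 33 with all genes. Without scaling factors they were 41, 53, 5, 8 and 29, with the number at 24 h within 1.5 times. Most genes were lower with MgCl_2_ in all of these, and the cause was not tested.

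At the FDR limit of 0.01, the likelihood ratio test on coding genes gave 51, 31, 74, 6, 8 and 40 in the same order, and 1 gene with MgCl_2_ against the control at 8 h. The older test without scaling factors gave 1 gene shared by CaCl_2_ at 2 h and 8 h. With the older test and robust fitting, that overlap was 0 in every setting, and MgCl_2_ against the control at 24 h had 6 DEGs with TMM, with RLE factors, with TMM of all genes and with all genes, and 5 without scaling factors. MgCl_2_ at any time had 15 with RLE factors. The overlap of 8 h and 24 h was 3 without scaling factors and with TMM of all genes. The other results stayed within 1.5 times, and the cause was not tested.

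Depth limits what the shallow libraries can show. The 2 libraries under 1000000 counts belong to MgCl_2_ at 2 h and to the control at 8 h. A gene without a call in them is not thereby unchanged. Between 41.0% and 56.0% of the counts of a library fell on coding genes, so the depth for these is lower than the totals.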

Differences from the paper's values

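The alternatives with coding genes only or with the older form of edgeR's quasi-likelihood test were chosen only after the values were seen, in 12 configurations with FDR limits of 0.01 and 0.05, 24 settings in all. The others were set before the data were examined. Of the paper's own calls, 115 for CaCl_2_ and 7 for MgCl_2_ against the control could be seen in the visible part of its Supplementary Dataset S1, and the fit used here does not call 2 and 1 of them. Over 1809 visible genes, the log2FC there and here had a Pearson correlation of at least 0.9999 across genes, with a difference of at most 0.032.

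The paper reports 67 DEGs for MgCl_2_ against the control, and 23 were called here. Within 1.5 times of the paper's number came an FDR limit of 0.05 (83), DESeq2 (61) and the likelihood ratio test (72). RLE factors, no filter, only the groups compared, the replicate block, libraries of at least 1000000 counts and every fit without 1 library did not. The total here was 7 and 42 without MgCl_2_ replicates 1 and 3 at 2 h, 12 and 38 without control replicates 2 and 3 at 2 h, 15 without MgCl_2_ replicate 2 at 24 h and 42 without control replicate 3 at 24 h. The paper gives 63 of these as downregulated, against 20 here. Here the same settings came within 1.5 times, with 76, 56 and 67, as did a replicate block, and the others did not. An FDR limit of 0.05, DESeq2 and the likelihood ratio test drop 0 of the 7 visible calls of the paper for MgCl_2_, which looser settings do almost by design, and add 47, 32 and 41 calls that the paper does not make for visible genes. The fit used here adds 2. For CaCl_2_ they drop 1, 0 and 1 of the 115 and add 35, 24 and 26, against 10 with the fit used here. These settings reach the total of the text and not the visible calls of the dataset. Among settings chosen after seeing the values, the likelihood ratio test on coding genes (74) and all those with the older test or coding genes and an FDR limit of 0.05 came within 1.5 times of the total, from 53 to 84, except the likelihood ratio test at that limit, with 103. They drop 0 of the 7 calls, or 1 without scaling factors, and add between 28 and 47.

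The paper reports 4 DEGs shared by MgCl_2_ and CaCl_2_ at 2 h, and 9 were shared here. No setting among those set before the data were examined came within 1.5 times of it. These gave 46 with an FDR limit of 0.05, 31 with DESeq2, 40 with the likelihood ratio test and 0 with libraries of at least 1000000 counts, and a replicate block did not reach it. RLE factors and no filter gave 9, only the groups compared gave 8. The number was 0, 1 and 1 without MgCl_2_ replicates 1, 2 and 3 at 2 h, 0 without control replicate 2 at 2 h and 20 without control replicate 3 at 2 h. None of the 24 settings chosen after seeing the values reached it either.

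In Fig. 6C, read by eye, about 5 DEGs are shared by 2 h and 8 h with CaCl_2_, and 2 were shared here. An FDR limit of 0.05 (6), DESeq2 (5), the likelihood ratio test (6) and the fit without CaCl_2_ replicate 2 at 8 h (4) came within 1.5 times. RLE factors, no filter, only the groups compared, the replicate block, libraries of at least 1000000 counts and the other fits without 1 library did not. The number shared was 0 without any 1 CaCl_2_ replicate or control replicate 2 at 2 h and without CaCl_2_ replicate 3 or control replicate 1 at 8 h, and 1 without control replicate 3 at 8 h. In Fig. 6C, read by eye, about 8 DEGs are shared by 8 h and 24 h, and 5 were shared here. Within 1.5 times were an FDR limit of 0.05 (10), DESeq2 (8), the likelihood ratio test (8) and the fits without CaCl_2_ replicate 1 at 8 h (7), control replicate 1 at 24 h (8) and control replicate 3 at 24 h (10). RLE factors, no filter, only the groups compared, the replicate block, libraries of at least 1000000 counts and the other fits without 1 library did not. The number shared was 2 without CaCl_2_ replicate 1 or 2 at 24 h or replicate 3 at 8 h, 3 without CaCl_2_ replicate 3 or control replicate 2 at 24 h or control replicate 1 at 8 h, and 1 without control replicate 3 at 8 h. Of the settings chosen after seeing the values, coding genes with the likelihood ratio test (6 and 8) and the settings with an FDR limit of 0.05 also came within 1.5 times of both, with 5 to 7 and 8 to 11, and these drop between 0 and 4 of the 115 calls for CaCl_2_ and add between 31 and 52.

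Some of the paper's values were also reached exactly. The number upregulated with CaCl_2_, 74, came from the fit without control replicate 3 at 2 h, which drops 2 of the 115 calls and adds 43, and from coding genes scaled by TMM of all genes with the older test, robust fitting and an FDR limit of 0.05, chosen after seeing the values, which drops 1 and adds 31. The number downregulated, 129, came from 3 settings chosen after seeing the values, all with the older test and an FDR limit of 0.05. They were coding genes scaled by TMM of all genes, which drops 1 call and adds 35, and coding genes only with robust fitting and either TMM or RLE factors, which drop 0 and add 33 and 32. The 4 upregulated with MgCl_2_ came from 3 settings chosen after seeing the values, with the older test on coding genes only and an FDR limit of 0.05. They used RLE factors, TMM with robust fitting, or RLE factors with robust fitting, and they drop 0 of the 7 calls and add 45, 35 and 32. The 47 DEGs shared by 2 h and 24 h came from 2 settings chosen after seeing the values, the older test with robust fitting on coding genes only, which drops 0 of 115 and adds 3, or on coding genes scaled by TMM of all genes, which drops 3 and adds 1. None of the 24 settings reached all totals of the paper.

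Directions also differ. The paper gives the chemotaxis gene GEMMAAP_RS00390 as higher with CaCl_2_ at 8 h, and its log2FC here was -0.40 against the control, while GEMMAAP_RS15835 was higher here too, at 1.44. For MgCl_2_ the paper gives both as lower, and they had 0.02 (GEMMAAP_RS15835) and -0.11 (GEMMAAP_RS00390) here, neither a DEG. GEMMAAP_RS15835 was below 0 without control replicate 2 at 8 h (-0.13), without MgCl_2_ replicate 1 at 8 h (-0.05) and with libraries of at least 1000000 counts (-0.13). The paper gives the tetrapyrrole genes as significantly higher with CaCl_2_ than with MgCl_2_ at 8 h. Here *hemN* and *bchJ* were DEGs, and *bchE* and *hemJ* were higher, at 1.79 and 1.15, and not DEGs. *bchE* became one with the likelihood ratio test (1.75) and without CaCl_2_ replicate 1 at 8 h (2.13). *hemJ* became one without CaCl_2_ replicate 1 at 8 h (1.54) and fell to 0.22 without CaCl_2_ replicate 3 at 8 h. In the locus GEMMAAP_RS18425 to GEMMAAP_RS18450, the paper names a subunit 3 gene of the cbb3-type oxidase as significantly higher. The gene with that product name at hand, GEMMAAP_RS18420, lies upstream of this range. It was higher with CaCl_2_ than with MgCl_2_ at 8 h and was not a DEG. For 2 h and 24 h the paper gives the genes of both loci as lower, respectively, which can be read as both loci at both times or as the first locus at 2 h and the second at 24 h. In the second reading 6 of 6 and 4 of 4 genes were below 0 here too. In the first, all were below 0 at 2 h. At 24 h GEMMAAP_RS18435, GEMMAAP_RS18440 and GEMMAAP_RS18445 were above 0, at 0.67, 0.87 and 0.18, and the others were below 0. GEMMAAP_RS13065, which the paper gives as significantly higher with CaCl_2_ than with MgCl_2_ at 8 h, passed the FDR limit here at a log2FC of 0.90, below the paper's fold limit, and no longer passed it without CaCl_2_ replicate 3 or MgCl_2_ replicate 2 or 3 at 8 h.

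The paper places the response to CaCl_2_ mainly at 8 h. Here 95 genes were DEGs against the control at 2 h, 30 at 8 h and 103 at 24 h. In Fig. 6C of the paper, read by eye, the numbers are about 110, 40 and 100, within 1.5 times of these. For DEGs against the control, the difference is thus with the wording of the paper and not with its counts. The 95 at 2 h became 61 without CaCl_2_ replicate 1 and 60 without control replicate 2 at 2 h. Of these 95, 92 had the same sign with MgCl_2_, which was set against the same control libraries. They are therefore not shown to be specific to CaCl_2_. Between CaCl_2_ and MgCl_2_ there were 2 DEGs at 2 h (31 without MgCl_2_ replicate 3), 43 at 8 h and 79 at 24 h. The loci that the paper names were highest at 8 h here too. The paper gives photosynthesis genes as higher with CaCl_2_ than with MgCl_2_. The 37 genes of the PGC had a median log2FC of 0.04 at 2 h, -0.19 at 8 h and 0.40 at 24 h. It gives many genes of cell division as higher with CaCl_2_ than in the control. Of the 6 followed here, which include rod shape genes, 0 were DEGs by edgeR's quasi-likelihood test. Their median was 0.12 at 2 h, -0.01 at 8 h and 0.24 at 24 h. In Fig. 6B, the points coloured as the control at 8 h lie where the libraries labelled 2 h in the control lie here, and those coloured as the control at 2 h lie where those labelled 8 h lie here. The log2FC in the visible part of Supplementary Dataset S1 match the labels used here.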

Other observations

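The tests of exchanged control labels and of a delay along the time course, and the condition under which the shallow library cannot be told apart, were chosen only after the result was seen.

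The control may lie nearer to its 24 h state at 2 h than at 8 h. Between 2 h and 0 h 41 genes were called in the control, all higher, and their median log2FC was 2.19 at 2 h, 0.59 at 8 h and 3.32 at 24 h. Of the 41, 38 were also called higher at 24 h. These genes were chosen for being higher at 2 h, so their lower median at 8 h follows in part from the choice. The comparisons share the 0 h libraries, so the median at 24 h and the 38 follow in part from these. The values over all genes follow as rho. The 41 rested on single libraries, with 10, 11 and 26 without 0 h replicates 1, 2 and 3 and with 25 and 24 without control replicates 2 and 3 at 2 h. Between 8 h and 0 h 10 genes were called, with 2 without any 1 replicate of 0 h and 4 without control replicate 3 at 8 h. Between 24 h and 0 h 882 genes were called, 460 higher and 422 lower. Exchanged labels of the 2 h and 8 h control libraries are a candidate explanation. If the labels were exchanged, the change from the libraries labelled 2 h to those labelled 8 h would run against the time course. Spearman's rho across genes of that change with the change from 0 h to 24 h was -0.23. This value restates that the control lay nearer to its 24 h state at 2 h and decides nothing, so exchanged labels cannot be told apart from a change of the cells here. In the arms with CaCl_2_ and MgCl_2_, rho between 8 h and 2 h was -0.09 and -0.06. Genes are not independent replicates, so no p-value is given.

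With CaCl_2_ at 8 h set against the control libraries labelled 2 h, 88 genes were called, 36 higher and 52 lower. Of these, 30 were shared with the DEGs at 24 h and 23 with those at 8 h. Exchanged labels would give a number of this kind, but the 30 also follow in part from a control that lies near its 24 h state in the libraries labelled 2 h, so the explanation cannot be told apart from a response of the cells for the small overlap of 8 h and 24 h. Pearson's r across genes with 24 h was 0.48 in that comparison. CaCl_2_ at 2 h against the control libraries labelled 8 h gave 25 genes, 5 of them shared with 24 h. MgCl_2_ at 8 h against the libraries labelled 2 h gave 84 genes, and MgCl_2_ at 2 h against those labelled 8 h gave 1. Against the libraries labelled 2 h, the genes GEMMAAP_RS18430 to GEMMAAP_RS18450 were still higher with CaCl_2_ at 8 h, by 3.35, 4.21, 4.51, 4.27 and 3.32, as were *hemN* by 3.84 and *bchJ* by 4.42. GEMMAAP_RS18425 had 1.60, *hemJ* 0.98 and *bchE* -0.95. A change of the control at 2 h that had passed by 8 h, for example from handling, may give the same values and was not tested, so the labels were used as given.

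The effect of CaCl_2_ may be a forward shift or a delay of the culture along the time course of the control, through growth or oxygen use. Spearman's rho across genes with the change of the control from 0 h to 24 h was -0.11 for CaCl_2_ at 8 h and -0.20 for CaCl_2_ at 2 h. A forward shift would give values above 0, and these argue against it. A delay would give values below 0. These lie between -0.3, under which a delay was to be kept, and -0.1, so a delay cannot be told apart from a separate response. At 24 h a delay was not tested.

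The shallow library of MgCl_2_ at 2 h, replicate 1, was tested as the source of the 11 DEGs at 2 h. Of these, 0 were still called without that library, with 856 genes at an unadjusted p below 0.05 by edgeR's quasi-likelihood test. The number of DEGs was also 1 without replicate 2, and 1 without control replicate 2 at 2 h, so the shallow library cannot be told apart from the smaller number of libraries as the reason. It was 27 without MgCl_2_ replicate 3 and 25 without control replicate 3 at 2 h. No biological explanation was tested.

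For each comparison of 2 groups, the 6 libraries were also split in all 10 ways. In 11 comparisons, 1 of 10 splits, the real one, gave as many DEGs as found. These were CaCl_2_ against the control, CaCl_2_ against MgCl_2_ and the control against 0 h at each time point, and MgCl_2_ against the control at 2 h and 24 h. For MgCl_2_ against the control at 8 h, where 0 genes were called by edgeR's quasi-likelihood test and 148 had an unadjusted p below 0.05, all 10 splits did so. The share is never under 0.1 in this design, so chance cannot be excluded by the splits in any of the 12.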
